# A novel cytoskeletal action of xylosides

**DOI:** 10.1371/journal.pone.0269972

**Published:** 2022-06-28

**Authors:** Caitlin P. Mencio, Sharada M. Tilve, Masato Suzuki, Kohei Higashi, Yasuhiro Katagiri, Herbert M. Geller

## Abstract

Proteoglycan glycosaminoglycan (GAG) chains are attached to a serine residue in the protein through a linkage series of sugars, the first of which is xylose. Xylosides are chemicals which compete with the xylose at the enzyme xylosyl transferase to prevent the attachment of GAG chains to proteins. These compounds have been employed at concentrations in the millimolar range as tools to study the role of GAG chains in proteoglycan function. In the course of our studies with xylosides, we conducted a dose-response curve for xyloside actions on neural cells. To our surprise, we found that concentrations of xylosides in the nanomolar to micromolar range had major effects on cell morphology of hippocampal neurons as well as of Neuro2a cells, affecting both actin and tubulin cytoskeletal dynamics. Such effects/morphological changes were not observed with higher xyloside concentrations. We found a dose-dependent alteration of GAG secretion by Neuro2a cells; however, concentrations of xylosides which were effective in altering neuronal morphology did not cause a large change in the rate of GAG chain secretion. In contrast, both low and high concentrations of xylosides altered HS and CS composition. RNAseq of treated cells demonstrated alterations in gene expression only after treatment with millimolar concentration of xylosides that had no effect on cell morphology. These observations support a novel action of xylosides on neuronal cells.

## Introduction

Proteoglycans (PGs) are found in every tissue in the body. Consisting of two major components, a core protein and glycosaminoglycan (GAG) chain(s), they are essential components of the extracellular matrix. There are three major classes, differentiated by their GAG chain composition: heparan sulfate (HS), chondroitin sulfate (CS) and keratan sulfate (KS). PGs are involved in many important biological processes [1], especially in the central nervous system, where they regulate neuronal migration, axon guidance and differentiation [2, 3]. They are also believed to play critical roles in neural de- and re-generation [4].

In the recent past, it has become more apparent that the physiological effects of proteoglycans can be attributed to their GAG chains. Moreover, the wide range of biological function is often attributed to the complexity and diversity of GAG chain modifications, sulfation being the most common. Altering GAG sulfation patterns has been known to change GAG chain receptor binding resulting in modified cell signaling [5–7].

GAG chain biosynthesis is a non-template driven process that begins for all PGs with a common linkage of three sugars (Xyl-Gal-Gal) to a serine on the core protein. The three classes then diverge with addition of disaccharides to the linkage region. For HS, these would be GlcNAc and GlcA, for CS the disaccharides are GalNAc and GlcA, and for KS they are GlcNAc and Gal. Each disaccharide in the chain may undergo several different modifications, primarily sulfation. The impact that modifications to the GAG chains has on neural development as well as other cellular processes remains an active area of research.

One major approach to understanding the function of GAG chains in PGs has been by using chemical modulators of GAG biosynthesis called xylosides which serve as competitive molecules for cellular sugar chain synthesis. Xyloside-induced interference in GAG biosynthesis can lead to changes in GAG concentration, chain type, sulfation pattern, and molecular weight [8–10] as well as biological activity [11–13]. Historically, xyloside research has utilized high (millimolar) concentrations that serve to primarily block endogenous GAG production [14, 15], with relatively few studies using lower than mM concentrations [10, 16]. We therefore conducted a dose-response study to determine the minimal concentration of xyloside that would disrupt GAG chain synthesis in hippocampal pyramidal neurons and Neuro2a cells. To our surprise, we saw major changes in cell morphology when cells were treated with nanomolar xyloside concentrations but not micro- or millimolar treatment. After documenting the cytoskeletal changes, we then determined that treatment of cells with nanomolar concentrations of xyloside altered CS and HS composition with distinct differences found in heparan sulfate (HS) disaccharide composition from both control cells and cells treated with the high concentration of xyloside. This study serves as a first step in our attempt to understand how minor shifts in GAG chain composition or concentration can affect biological processes and continues to support the critical role of sugars in development and cellular function.

## Materials and methods

### Laboratory animals

Experiments and procedures were performed in accordance with Institutional Animal Care and Use Committee (IACUC) at the National Institutes of Health approved protocols. Pregnant female C57Bl/6 mice (Charles River) were housed in a pathogen free facility with standard 12 h light/dark cycle and unlimited access to food and embryonic (E17-19) pups were utilized for embryonic hippocampal neuron primary cultures.

### Cell culture

Primary hippocampal neuron cultures were prepared from embryonic (E17-19) C57Bl/6 mouse brains. Hippocampi were dissected and dissociated into single cell suspensions. Dissociated cells were seeded onto coverslips coated with poly-L-lysine and cultured in 500 μL Neurobasal medium containing B27 supplement (Thermo Fisher) and 24 mM KCl at a density of 8–10 × 10^3^ cells/well to allow for observation of isolated neurons. After allowing 2 h for neuronal attachment, media was replaced with 1 ml fresh Neurobasal media containing DMSO and concentrations of 4-Methylumbelliferyl-β-D-xylopyranoside (4-MU, SigmaAldrich) between 0.5 nM and 1 mM. Xylosides were dissolved in DMSO and stock solutions of 1 M and 500 μM were made. DMSO and xylosides were added to cells at appropriate dilutions resulting in final concentrations of xyloside and 0.1% DMSO in solution. Cells were incubated for 24–72 h at 37°C and 5% CO2 atmosphere and then fixed and stained for DAPI, βIII-tubulin, and actin (Phalloidin).

Neuro2a (ATCC) cells were cultured in DMEM media containing 10% fetal bovine serum (FBS) at 37°C with 5% CO_2_. Cells were seeded onto coverslips, 35 mm glass bottom dishes (MatTek), 6-well plates or T-75 (Corning) flasks depending on experimental design. Cells were seeded at ~8–10 ×10^3^ cells/well for coverslips, 35mm dishes and 6-well plates and ~1.5 ×10^6^ cells/flask for T-75 flasks.

To produce conditioned media, Neuro2a cells were grown to about 50% confluency in T-75 flasks (Corning) in DMEM supplemented with 10% FBS. At this point, DMEM containing FBS was removed and cells were washed twice with sterile PBS and then kept in DMEM only overnight. The next day the media was replaced with media containing DMSO, 500 nM xyloside or 1 mM xyloside. Cells were allowed to grow for 48 h, after which time media was removed and placed into 15 ml conical tubes and spun for 10 min at 500 rpm to remove floating cells and debris. The supernatant was transferred into a fresh tube and subject to GAG analysis.

### Glycosaminoglycan analysis

Conditioned media was harvested from Neuro2a cells that had been serum starved overnight and then treated for 48 h with xylosides in DMEM culture medium. Approximately 10 ml of conditioned media was collected from each experimental condition: DMSO, 500 nM and 1 mM xyloside. This media was spun for 5 min at 2000 rpm to remove cell debris and then transferred to a new conical tube and frozen until analysis.

GAG extraction was performed as follows. The media (1 mL) was treated with 10% TCA and centrifuged at 12000 rpm for 5 min to remove proteins. GAGs were collected by Amicon Ultra Centrifugal Filter 3K device (Merck Millipore, Billerica, MA, USA) and suspended with 100 μL of H_2_O. Fifty μl of GAG solution was moved to new 1.5 ml microcentrifuge tube and lyophilized. Resulting GAG samples were incubated in the reaction mixture (35 μL) containing 28.6 mM Tris-acetate (pH 8.0) and 50 mIU of chondroitinase ABC for 16 h at 37°C. Depolymerized samples were boiled and evaporated, unsaturated disaccharides of CS were collected by Amicon Ultra Centrifugal Filter 30K device (Merck Millipore). The remaining HS samples in filters of spin columns were transferred to new microtubes and incubated in 16 μl of reaction mixture (pH 7.0), containing 1 mU heparinase I (Seikagaku Corp., Tokyo, Japan), 1 mU heparinase II (Iduron, Manchester, UK), 1 mU heparinase III (Seikagaku), 31.3 mM sodium acetate, and 3.13 mM calcium acetate for 16 h at 37°C.

Unsaturated disaccharide analysis using reversed phase ion-pair chromatography with sensitive and specific post-column detection was performed as described previously [17]. Disaccharide composition analysis of CS or HS was performed by reversed phase ion-pairing chromatography with sensitive and specific post-column detection. A gradient was applied at a flow rate of 1.0 ml min^-1^ on Senshu Pak Docosil (4.6 × 150 mm; Senshu Scientific Co., Ltd., Tokyo, Japan) at 60°C. The eluent buffers were as follows: A, 10 mM tetra-*n*-butylammonium hydrogen sulfate in 12% methanol; B, 0.2 M NaCl in buffer A. The gradient program of CS disaccharides analysis was as follows: 0–10 min (1% B), 10–11 min (1–10% B), 11–30 min (10% B), 30–35 min (10–60% B), and 35–40 min (60% B). The gradient program of HS disaccharides analysis was as follows: 0–10 min (1–4% B), 10–11 min (4–15% B), 11–20 min (15–25% B), 20–22 min (25–53% B), and 22–29 min (53% B). Aqueous (0.5% (w/v)) 2-cyanoacetamide solution and 1 M NaOH were added to the eluent at the same flow rates (0.25 ml min^-1^) by using a double plunger pump. The effluent was monitored fluorometrically (Ex., 346 nm; Em., 410 nm). Expression levels of HS or CS were expressed as total amounts of unsaturated disaccharides, while the composition was expressed as percent of total GAG.

### Microscopy and image processing

Cells were imaged using either a Nikon A1R or Zeiss 880 confocal microscope with 60X and 63X objectives depending on the experiment. Z-stacks were maximally projected onto a single plane using Zeiss or ImageJ [18] image processing software. For images used in fluorescence quantification, image capture settings were held constant, and samples from within each group were imaged at the same time. Fluorescence intensity was measured using ImageJ with identical settings for all samples within each analysis.

### Neurite outgrowth and growth cone analysis

After fixation and staining, at least 60 images were taken across two coverslips per condition. Files were analyzed by an experimenter blinded to the experimental conditions. Neurons were measured if they were isolated from other neurons and had distinct nuclei and at least one neurite longer than the diameter of the cell body. At least 60 images were taken for each experimental condition and then randomized using the “Bulk Rename” utility (https://www.bulkrenameutility.co.uk). Duplicates of these files, with all identifying information removed were analyzed. After analysis, results were matched to the treatment condition. Neurite looping at growth cones was counted in a binary yes/no fashion based on the presence of visible circular strands of microtubules (MTs) at the terminal end of the longest neurite. These loops required the presence of an empty center surrounded by one or more continuous MT. If a loop was observed the cell was counted as “having looped MTs”, otherwise it was counted as “not”. Neurite measurements were obtained using the ImageJ trace tool measuring the distance from where the neurite connected to the soma and terminating at the end of the neurite. Both longest and total neurite measurements were obtained for each neuron.

Growth cone measurements were conducted using ImageJ by tracing the end of the neurite from the point it widened from its average diameter of the stalk and where phalloidin staining began to show more intense and spiked appearance as is common with growing ends of neurites. Only the largest growth cone of the neuron was measured. Each experiment was performed in triplicate.

### Analysis of cytoskeleton dynamics

EB3 comet analysis: Neuro2a cells were grown in culture until about 30% confluent. Cells were then treated with DMSO, 500 nM xyloside or 1 mM xyloside for 48 h. After a further 24 h, cells were transfected with EB3-GFP using Avalanche^®^-Omni transfection reagent [19]. The next day, cells were imaged on a Nikon A1R confocal microscope with a 60X/1.42 N.A. Plan Apochromat oil objective. Transfected cells were imaged every 12.5 sec over 5 min. Images were then processed using u-track software [20] and comets assessed for speed, lifetime and distance travelled.

Actin bundle analysis: Neuro2a cells were grown in culture until about 30% confluent. Cells were then treated with DMSO, 500 nM xyloside or 1 mM xyloside for 48 h. After a further 24 h, cells were transfected with Ftractin-mCherry using Avalanche^®^-Omni transfection reagent. The next day, cells were imaged using a Zeiss 880 confocal microscope with a 63X/1.4NA apochromat objective. Transfected cells with lamellipodia were imaged in a z-stack. Using ImageJ, z-stacks were max projected, and a line drawn through the lamellipodia and a line scan performed based upon fluorescence. Actin bundles were identified as peaks of increased fluorescence. Bundles were counted and the area under the curve taken to compare quantity and size of the bundles.

### RNA-seq

Between 6–15 micrograms per sample of total RNA from three samples each of Neuro2a cells treated with either DMSO, LCX or HCX were sequenced by Illumina at Omega Bioservices (Norcross, GA). Data analysis was performed using the Partek Flow statistical analysis software (Partek Incorporated). For this, raw data from three replicates of the three conditions were imported to Partek Flow for alignment and quality controls. Aligned reads were quantified to transcriptome, filtered out on low expression and normalized. Feature gene lists with at least a two-fold change in gene expression with a false discovery rate of Q < 0.05 using the BH procedure [21] were created by pairwise comparison. Pseudogenes were eliminated from the final list of altered genes and the list plotted as a heatmap. In order to visualize the difference of the expression between DMSO, LCX and HCX, the data were centered by subtracting the mean of the log_2_ Fold Change of all samples for each gene from the original log_2_ Fold Change value. The centered data of all samples were then plotted into a heat map. The rows of the heatmaps (genes) were ordered by fold change [22].

### Statistics

All statistical tests were performed using GraphPad Prism 7.0 (GraphPad Software, La Jolla, CA). Neurite lengths in culture were compared using Kruskal-Wallis Analysis of Variance and Mann-Whitney U tests.

## Results

Our objective was to determine the effect of xyloside treatment on the morphology of hippocampal neurons in culture. A previous study noted that concentrations of 0.1 and 0.2 mM xyloside perturbed the generation of neuronal polarity [23], but we sought to determine a more complete dose-response curve. We therefore added 4-MU in a range of 0.5 nM to 1 mM to the medium of dissociated embryonic hippocampal neurons, and fixed and stained cultures after 24 or 72 h. At 72 h, we observed a surprising dose-dependent response to 4-MU: neurons treated with lower concentrations showed enlarged growth cones that exhibited looped microtubules as compared to DMSO treated cultures or cultures treated with mM concentrations (Fig 1, S1 Fig). Fig 1A shows representative images taken from the range of concentrations: DMSO (control), 500 nM 4-MU as the low xyloside concentration (LCX) and 1 mM MU as the high xyloside concentration (HCX). As presented in Fig 1B, there was a difference in growth cone size with the different treatments: neurons treated with LCX had significantly larger growth cones than those treated with DMSO or HCX. To determine if the enlarged growth cones was due to neurite stalling, the length of the longest neurite was measured for each neuron in the condition. There was no significant difference in neurite length between all conditions (Fig 1C). The lower end of the dose-response curve is presented in S1 Fig. Moreover, a difference in neurite morphology was apparent as early as 24 hr. after plating (S2 Fig), where neurites of LCX-treated neurons showed splayed microtubules, while neurites of cells treated with either DMSO or HCX show typical compact neurite outgrowth.

**Fig 1:**
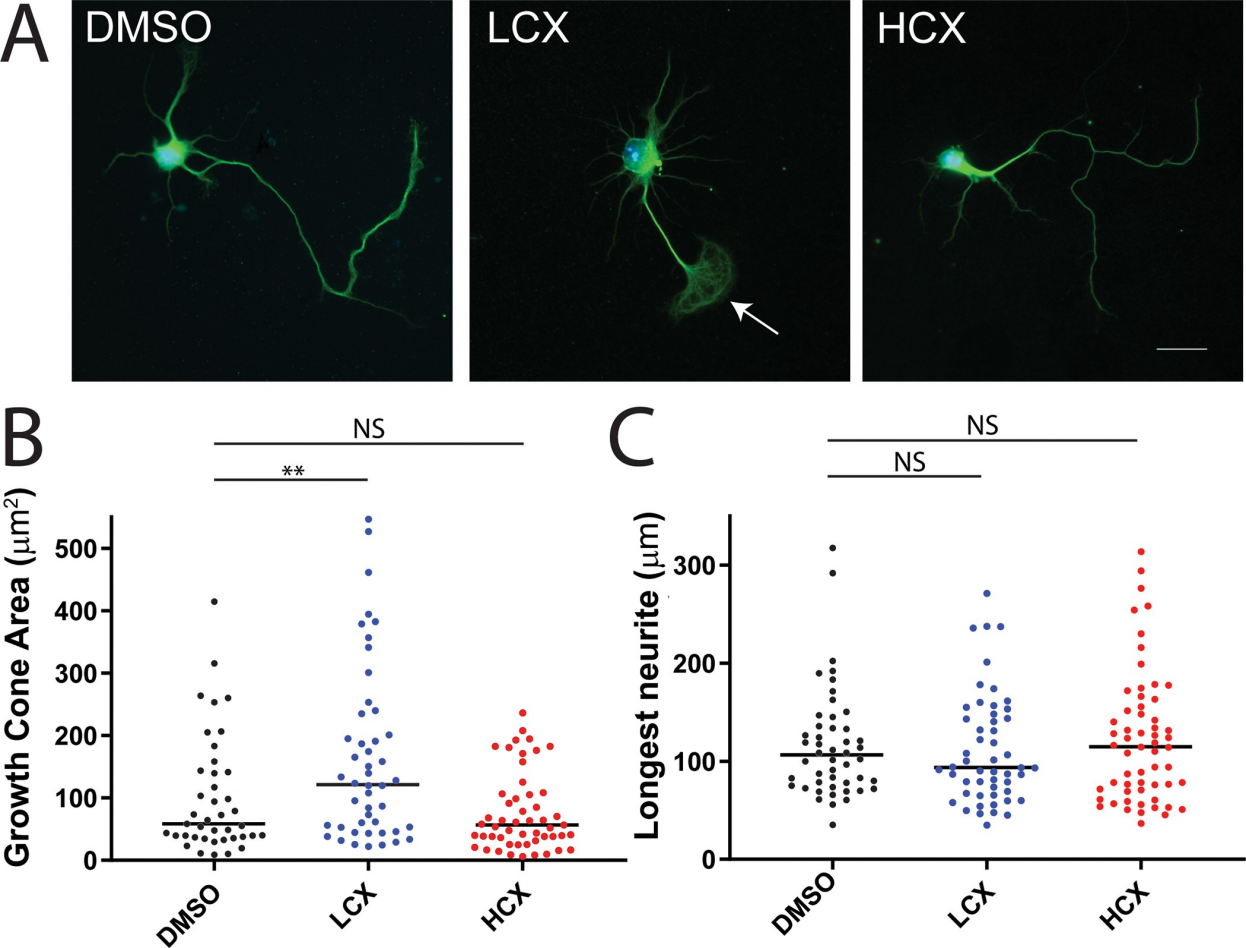
Altered cytoskeleton seen in cells treated with 500 nM (LCX) but not 1 mM (HCX) xyloside. A) Example of a primary mouse hippocampal neuron treated for 72h with DMSO, LCX, or HCX and stained with anti-βIII-tubulin. White arrow indicates enlarged growth cone in LCX treated neuron. B) Quantification of growth cone area and length of longest neurite.in DMSO, LCX and HCX treated neurons. LCX treated neurons have significantly increased growth cone area compared to control or HCX conditions. Scale = 25 μm. **p < 0.01.

As primary neuron culture is often limiting in cell number, we decided to assess if the mouse neural crest-derived cell line Neuro2a would show similar morphological changes and could be used to study any structural or biochemical changes between HCX and LCX treatment. Observation of the cytoskeleton and overall cellular morphology in LCX treated Neuro2a cells shows that these cells exhibit actin-rich lamellipodia that were not observed in Neuro2a cells treated with either DMSO or HCX (S3 Fig). With a confirmed change in cytoskeleton and for the sake of uniformity and economy, we decided to utilize Neuro2a cells for all other experiments in this study.

### LCX treatment reduces cellular movement

After observing changes in morphology, we next wanted to check if these changes alter the cells’ ability to migrate. Neuro2a cells were treated with DMSO, LCX or HCX for 48 h, at which point cells were imaged using brightfield microscopy for 4 h with images being taken every 8–10 min (Fig 2). Cells within the image were tracked and velocity and total distance was calculated. There was a significant reduction in both velocity and total distance in LCX treated cells as compared to DMSO and HCX treated Neuro2a cells (Fig 2B). This reduction in movement implicates possible changes in cytoskeleton dynamics.

**Fig 2:**
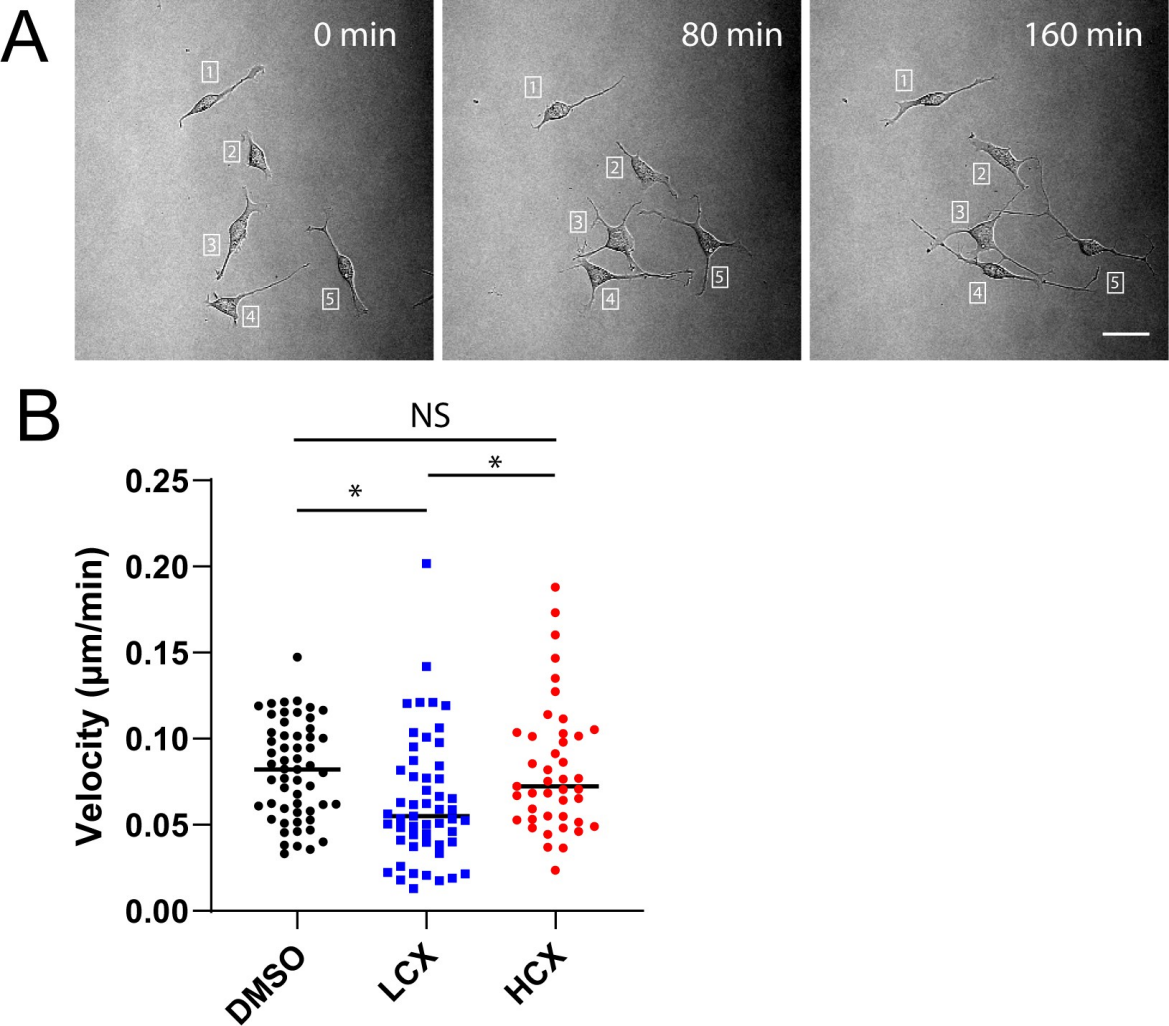
LCX reduces cell migration. Neuro2a cells were observed using time-lapse microscopy. A) Representative images taken at the indicated intervals. Numbers show positions of specific cells. B) Dot plot of velocity of individual cells taken as distance moved in each frame. *p < 0.05. **p < 0.01. Scale = 25 μm.

### LCX treatment affects both actin and microtubule dynamics

To determine if altered cytoskeleton may play a role in LCX induced changes in morphology and migration, we next assessed both actin and microtubules in Neuro2a cells. Neuro2a cells were transfected with Ftractin-mCherry and treated for 48h with DMSO, LCX or HCX. At 48h, visual observation showed a marked difference in lamellipodia of LCX treated cells as compared to DMSO and HCX treated Neuro2a cells. DMSO and HCX-treated cells showed bright and thick actin bundles while LCX treated cells appeared to have fewer bundles which also appeared thinner than their control counterparts (Fig 3A). We quantified both the area and number of actin bundles from these images. LCX treated Neuro2a cells exhibited lamellipodia that had significantly fewer actin bundles per 10μm when compared to controls (Fig 3B). Additionally, the area under the curve for these bundles was significantly reduced in LCX treated cells as compared to DMSO or HCX treated Neuro2a cells (Fig 3C) indicating less robust actin bundles in LCX lamellipodia.

**Fig 3:**
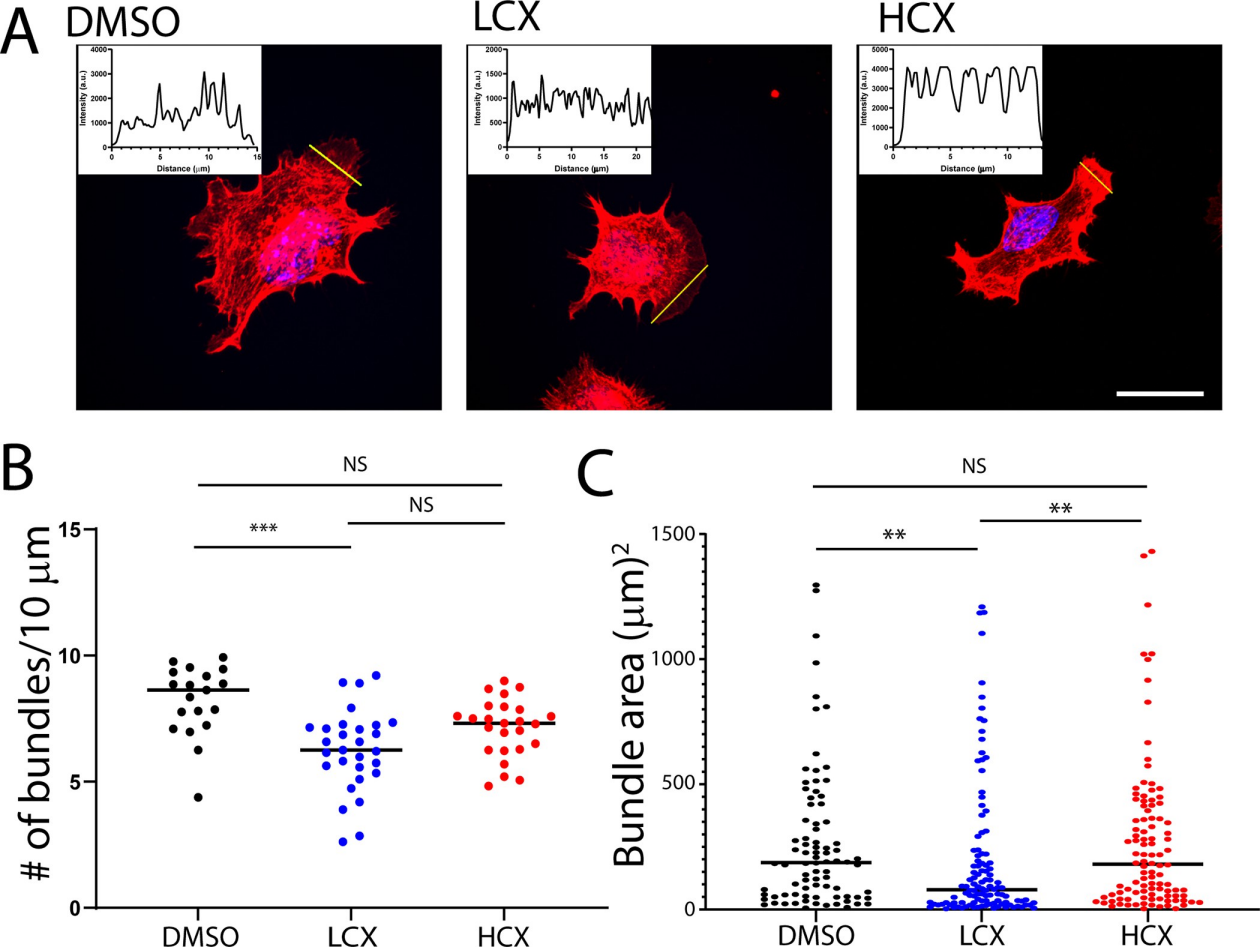
LCX alters actin bundling. A) Representative fluorescence images of living Neuro2a cells expressing F-tractin treated with DMSO, LCX, or HCX for 48 h. Insets show line scans of fluorescence intensity across the lamellipodia of indicated cells. B) Plots of area under the curve and the number of peaks for each of the three conditions. Scale = 25 μm. **p < 0.01.

With a measured effect on actin, we next wanted to assess if microtubules, the other major cytoskeleton element, were also affected. To examine microtubule dynamics, Neuro2a cells were treated for 48h with DMSO, LCX or HCX, and transfected with EB3-GFP as outlined in materials and methods. EB3-GFP cells were imaged at 60X with one image taken every 12.5 sec for 5 min (Fig 4A). Images were used to measure speed, persistence and total distance traveled of individual EB3 speckles. Both LCX and HCX treated Neuro2a cells exhibited a higher percentage of faster moving EB3 comets as compared to controls (Fig 4B, left). Additionally, xyloside treatment resulted in longer persistence of EB3 comets compared to DMSO treated Neuro2a cells (Fig 4B, center). There were no significant changes in total distance traveled between all conditions (Fig 4B, right). Thus, while LCX has selective actions on actin dynamics, both LCX and HCX affected microtubule polymerization.

**Fig 4:**
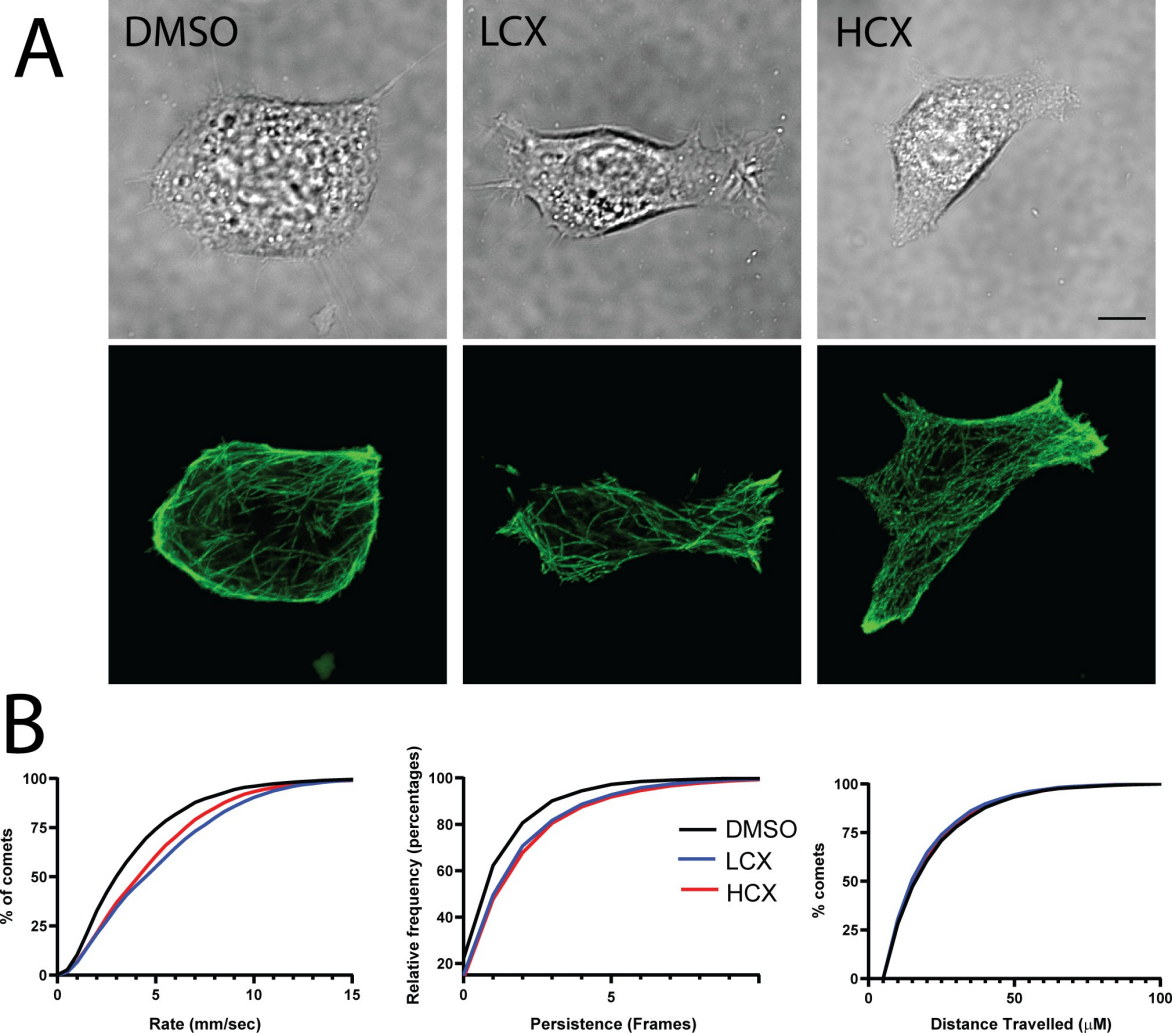
Xyloside treatment alters microtubule dynamics. A) Images of living Neuro2a cells (top) expressing EB3-EGFP were imaged over time. Bottom images show z-projections of 25 frames of fluorescent images of EB3-EGFP. B) Cumulative distribution plots of speed, persistence and total distance traveled by EB3 comets from DMSO, LCX and HCX-treated cells. Scale = 10 μm.

### LCX treatment alters GAG chain but not mRNA profile

Xylosides have been known to affect cellular GAG chains, both increasing the rate of synthesis and secretion [24] and altering GAG chain composition [25]. These GAG chains have been linked to cellular signaling that could lead to altered cytoskeleton. To determine if LCX treatment affects GAG chain production or sulfation, Neuro2a cells were treated with DMSO, LCX, or HCX in serum free media for 48h. Conditioned media were collected and the concentration as well as the composition of GAG chains were analyzed. Composition of the GAG addresses the positions of sulfate groups on the individual CS or HS disaccharides. As previously reported, there was a dose dependent increase in GAG chain accumulation for both CS and HS in the medium with xyloside treatment. Both LCX and HCX increased CS chain concentration as compared to control. Notably, HCX caused a much larger increase in CS (Fig 5A). In contrast, there was no difference between HS concentration in CM of DMSO and LCX-treated cells; only HCX treatment led to a large increase in HS secretion as compared to DMSO and LCX (Fig 5B).

**Fig 5:**
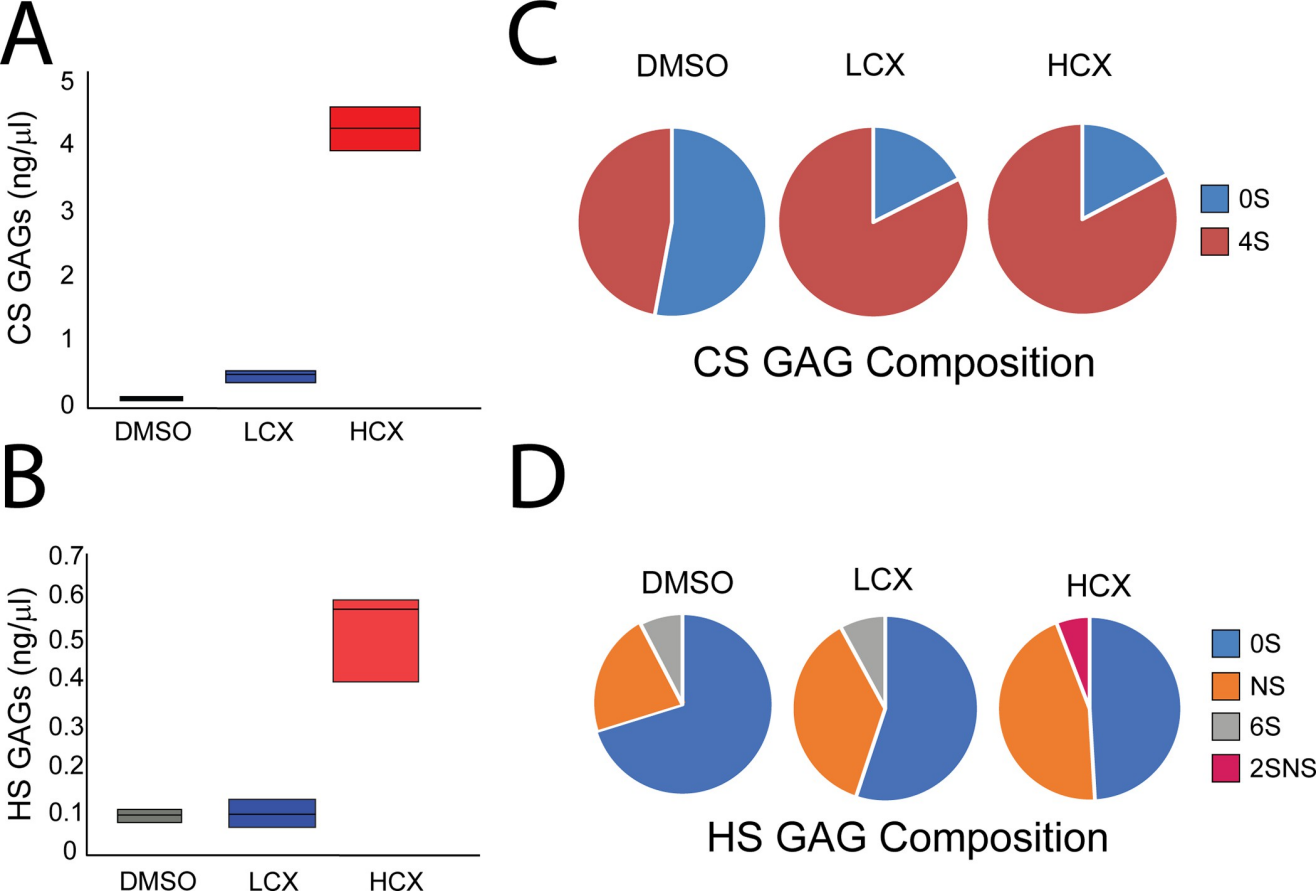
Analysis of glycosaminoglycan chains in conditioned media from Neuro2a cells after xyloside treatment. GAG chains were collected from conditioned medium and subject to analysis of total GAG levels as well as disaccharide composition, expressed as percentage of total GAGs. A) Quantification of CS GAG levels present in conditioned media sample. B) CS disaccharides analysis. 0S, ΔHexUA-GalNAc; 4S, ΔHexUA-GalNAc(4-*O*-sulfate). C) Quantification of HS GAG levels present in conditioned media sample. D) HS disaccharide analysis. 0S, ΔHexUA-GlcNH_2_; NS, ΔHexUA-GlcNS; 6S, ΔHexUA-GlcNH_2_(6-*O*-sulfate); 2SNS, ΔHexUA(2-*O*-sulfate)-GlcNS.

We assayed the disaccharide composition of the secreted GAGs, both CS and HS. Conditioned media from DMSO treated cells contained a close to even split between non-sulfated and 4-sulfated CS GAG chains. Following xyloside treatment with both LCX and HCX, we observed an increase in 4-sulfated CS GAG (Fig 5C). When we examined the disaccharide composition of secreted HS, it was found that all three treatment groups had different disaccharide profiles. Conditioned media from DMSO treated cells showed mostly non-sulfated disaccharides with a small percentage of N-sulfated and even smaller group of 6-sulfated disaccharides (Fig 5D). In contrast, LCX treatment resulted in an increase in N-sulfated disaccharides while HCX treatment led to a larger increase in N-sulfation, loss of 6-sulfation and the presence of a small amount of 2-sulfated, N-sulfated disaccharides (Fig 5D). These findings indicate that xyloside treatment can change GAG chain synthesis and composition, and alterations to HS appear to occur in a concentration dependent manner.

Because xyloside effects on the cytoskeleton take several days to develop, it is possible that xylosides altered transcription which may have led to altered protein expression. Therefore, we next performed RNA-seq to determine which, if any, RNAs were altered by xyloside treatment. Cultures of Neuro2a cells were treated with DMSO, LCX and HCX and RNA was extracted after 48 h and pyrosequenced. 

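Neuro2a is a mouse neuroblastoma line that extends neurites in culture, and LCX and HCX stand for 500 nM and 1 mM 4-methylumbelliferyl xyloside. Total RNA of 9 samples was sequenced, 3 per group, as stranded libraries of polyadenylated RNA on an Illumina instrument. The sample labels give 48 h of treatment and the legend of Fig. 6 gives 72 h. The authors aligned the reads to the mm10 mouse genome (GRCm38) with TopHat2 and Bowtie in Partek Flow, and deposited normalized counts for 24972 gene names in every library. These values sum to between 34949840 and 36667123 per library, and between 12832 and 13040 genes reached a value of 10 in each. The values were taken as log2(value + 1), and the 13179 genes with at least 10 in at least 3 libraries were compared between groups with limma-trend. A gene was called at an adjusted p under 0.05, and called at 2-fold where its log2 fold change was also at least 1 in size. Fold changes on this scale understate those of genes with low values. The text does not say whether the 3 samples of a group came from separate cultures, so the spread between them may leave out variation between cultures. For 1 gene alone, 3 samples against 3 cannot give an exact permutation p under 0.1, so every p for a gene comes from the limma model, which shares its error estimate across genes.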

The raw data were filtered using Partek Flow as noted in materials and methods. The filtered counts were then used to determine those genes whose expression was altered by >2X and statistically significant using q<0.05 FDR. Using these criteria, we found no genes whose change in expression was different between LCX and DMSO, while we did find changes in gene expression when comparing HCX with both DMSO and LCX. 

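The 6 genes of the highest mean among those called between HCX and DMSO, named for their level, had log2 fold changes of at most 0.31 in size. Map1b, which encodes a microtubule-associated protein of growing neurites, fell from 116213 ± 5801 normalized counts (SD, n = 3 libraries) in DMSO to 96012 ± 6486 (SD, n = 3) in HCX, a log2 fold change of -0.28 (standard error 0.06, adjusted p = 0.0017, limma). H3f3b, which encodes the replication-independent histone H3.3, rose by 0.31 on the log2 scale (adjusted p = 0.00058), and Atp5b, which encodes the beta subunit of ATP synthase, had a log2 fold change of -0.20 (adjusted p = 0.0066). The tubulin gene Tuba1b (-0.19), the nucleolin gene Ncl (-0.20) and the ribosomal protein gene Rpl23 (-0.18) were also called lower in HCX than in DMSO. These 3 calls ended when the libraries were rescaled by RLE, TMM or library size, and Tuba1b shares 68.9% of its sequence with other genes. Counted over all genes, 755 were higher and 1781 lower in HCX than in DMSO, of which 15 and 93 changed at least 2-fold. At any fold this split depended on the scaling, with 1116 higher and 1128 lower after RLE, and it turned with library size (1307 and 966) and voom (1301 and 930). Against LCX, 1101 were higher and 1179 lower in HCX, of which 19 and 86 changed at least 2-fold. The same model called 0 genes between LCX and DMSO. In it, 807 of 13179 genes had an unadjusted p under 0.05 and about 659 would by chance. Limma-voom also called 0, with 426 such genes. After RLE, TMM or library size scaling the main model called 0 too, with 427, 422 and 420, all below the number by chance. A fit to the 6 libraries compared called 2, with 907. Over all genes tested, the groups did not overlap for 32.8% between HCX and DMSO, 36.5% between HCX and LCX and 12.9% between LCX and DMSO, where chance gives 10%. On the first principal component, which held 23.9% of the variance, the HCX libraries stood at 19.3 to 30.4 and all 6 others between -16.5 and -10.2. Without LCX replicate 1, 2 or 3, the count of genes higher in HCX than in LCX was 663, 720 or 641 and that of genes lower 765, 792 or 728. At 2-fold, without HCX replicate 1, 9 genes were higher than in DMSO and 11 higher than in LCX, and without HCX replicate 3, 12 were higher than in LCX.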

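The genes described here are some of those named for the size of their fall in HCX, as single genes, and no list that holds them together was tested. P2rx3, an ATP-gated channel of sensory neurons that lies on chromosome 2 from 84998583 to 85037462 of GRCm38, stood at 1878 ± 117 normalized counts (SD, n = 3 libraries) in DMSO, 1706 in LCX and 589 ± 30.7 in HCX. Its log2 fold change was -1.67 against DMSO (standard error 0.07, adjusted p = 3.2e-12, limma) and -1.53 against LCX (adjusted p = 1.6e-11). Ppy, the pancreatic polypeptide gene on chromosome 11 from 102099930 to 102101319, fell from 58.8 ± 13.8 in DMSO to 11.3 ± 4.53 in HCX (log2 fold change -2.32, adjusted p = 8.5e-05), and Grb10, an adaptor that restrains insulin receptor signaling, from 67.6 ± 12.2 to 13.5 ± 2.36 (-2.24, adjusted p = 5.1e-05). Lcn2, which encodes the iron-trafficking protein lipocalin 2, had 729.5 ± 303 in DMSO, 807 ± 120.0 in LCX and 212 in HCX. Ccr10, a chemokine receptor gene, fell by 1.66 on the log2 scale (adjusted p = 2.1e-05) and Sfrp4, a secreted inhibitor of Wnt ligands, by 1.65 (adjusted p = 0.0042) relative to DMSO. Relative to LCX, Ankrd2, a muscle ankyrin-repeat gene, had a log2 fold change of -2.53 (standard error 0.46, adjusted p = 0.00077) and Csmd1, which encodes a membrane protein that inhibits complement, one of -1.72 (adjusted p = 4.5e-06). Genes called at 2-fold were low in these cells, with a median of 42.9 normalized counts over the 146 called in either comparison, against 1139 over all genes tested, and 74.0% of them had a mean below 100.

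**Figure D1:**
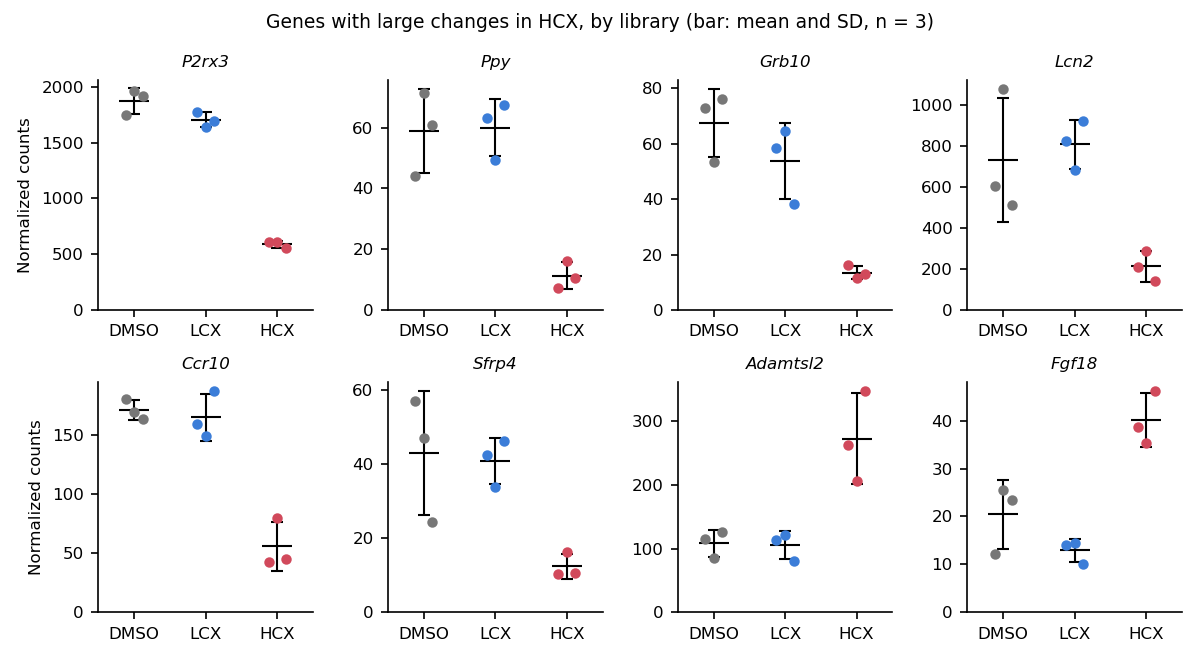
Normalized counts per library (y axis, from 0) of 8 genes named for the size of their change, in DMSO, LCX and HCX. Points are libraries, and bars are the mean and SD (n = 3); P2rx3, Ppy, Grb10, Lcn2, Ccr10 and Sfrp4 are lowest in HCX, and Adamtsl2 and Fgf18 are highest there.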

Fig 6A presents volcano plots which indicate the differentially expressed genes between HCX and DMSO and HCX and LCX. Fig 6B presents a Venn diagram that indicates the number of genes changed in each condition. 

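Of 4 measured markers of epithelial cells, a list fixed beforehand, 3 fell in HCX against DMSO (also 3 when adjusted over the list alone) and 0 rose by limma. Cdsn, which encodes the adhesive protein corneodesmosin, had a log2 fold change of -1.07 (2220.5 ± 234 normalized counts in DMSO and 1057 ± 124 in HCX, SD, n = 3 libraries). The others were Eppk1, the epiplakin gene (-1.62, adjusted p = 9.1e-05), and Krt8, a keratin gene (-0.68, adjusted p = 0.0011). Camera called this list (adjusted p = 0.000764), a call lost with an estimated correlation (adjusted p = 0.159). Cdsn and Eppk1 are also drawn in Fig. 6C, whose genes the paper chose on the same samples, so their fall is not independent evidence. Of the markers of other cell types, 4 of 14 mesenchymal genes fell and 1 rose against DMSO (4 and 1 when adjusted over the list alone), with 12 of the 14 values negative. This list had a camera adjusted p of 0.208 against DMSO and 0.0189 against LCX (adjusted p = 0.201 with an estimated correlation). Of 4 immune and endothelial markers 1 fell and 0 rose (2 and 0 over the list alone), all 4 had negative values (median -0.61) and camera gave an adjusted p of 0.209. Of 5 markers of glia and Schwann cells 1 fell and 0 rose (1 and 0), with an adjusted p of 0.443. Over all genes called at 2-fold, 86.1% were lower in HCX than in DMSO and 81.9% lower than in LCX. At any fold, 70.2% of the genes called against DMSO and 51.7% of those called against LCX were lower. After RLE scaling, 1116 genes were higher and 1128 lower than in DMSO at any fold (50.3% lower). After scaling by library size 1307 were higher and 966 lower (42.5%). The split at 2-fold was 81.7% lower with RLE and 75.5% with voom. Against LCX, library size gave 43.4% lower at any fold. Of the 2-fold calls, 15 of the 108 against DMSO and 11 of the 105 against LCX were of genes that share at least 50% of their sequence with another gene and are uncertain. Among these, Hist1h2ap (55.6 ± 8.56 in DMSO) is listed at 0 in every HCX library, while Hist1h2ao, which shares 93.8% of its sequence with other genes, had 4.26 ± 5.05 in DMSO and 41.8 ± 12.0 in HCX.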

Interestingly, majority of genes whose expression was changed were downregulated by exposure to xylosides (Fig 6B). 

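Each of the 11 genes named for the size of its fall in either comparison, P2rx3, Ppy, Grb10, Lcn2, Ccr10, Sfrp4, Ankrd2, Csmd1, Avil, Acta1 and Hist1h2ap (whose value is uncertain), was called at 2-fold against both DMSO and LCX. Lcn2 had log2 fold changes of -1.76 (standard error 0.22, adjusted p = 2.1e-05, limma, n = 3 libraries per group) and -1.98 (adjusted p = 6.0e-06), and Grb10 had -1.90 against LCX (adjusted p = 0.000298). In all, 64 genes were lower at 2-fold in both comparisons, 29 only against DMSO and 22 only against LCX. A further 3 genes (Adamtsl2, Hist1h2ao and Sap25) were higher in both, 12 only against DMSO and 16 only against LCX. Sap25, named because the count is small, and Hist1h2ao share most of their sequence with other genes and are uncertain. The genes in both made up 45.9% of the 146 in either. Independent lists would share 0.607 lower and 0.0216 higher genes, but both comparisons use the same HCX libraries. In 100 simulated sets with no change in any group, the log2 fold changes of the comparisons correlated across genes at 0.499 with a covariance of 0.0243. The observed values were 0.739 and 0.0877. In the simulated sets 66.7% of genes had the same sign in both, against 84.4% observed after the median of each comparison was subtracted. On average 0.12 lower and 0.08 higher genes were called in both in these sets. Since hardly any gene is called where nothing changes, these counts do not tell how far the shared libraries raise the overlap. At any fold, 1049 lower and 632 higher genes were called in both.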

The Venn diagram also indicates that only about 1/3 of the genes were differentially expressed by both HCX vs DMSO and HCX vs LCX. Fig 6C presents a heat map of the level of expression of those genes which are known to be translated into protein as compared to the average level over all conditions. 

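The names in the heat map were read from Fig. 6C, and because the paper chose these genes on the same samples, their direction is not independent evidence. Of the 66 names drawn as lower in HCX, 63 were tested, and all 63 had negative log2 fold changes against both DMSO and LCX. Of these, 56 were called lower by limma in each comparison, 38 at 2-fold against DMSO and 43 against LCX. They include Myo16, an unconventional myosin gene expressed in brain (262 ± 36.4 normalized counts in DMSO and 138 ± 2.86 in HCX, SD, n = 3 libraries), and C7, a gene of the complement cascade (120.1 ± 9.8 and 58.4 ± 14.0). Of the 19 names drawn as higher, 14 were tested and had positive log2 fold changes in both comparisons, with 9 called against DMSO and 8 against LCX. Lrig1, which encodes a membrane protein that limits growth factor receptors, rose from 452 ± 39.9 in DMSO to 847 ± 25.4 in HCX (log2 fold change 0.91, standard error 0.10, adjusted p = 4.6e-06, limma). The long RNA genes Lrp8os2 (40.6 ± 6.67 and 84.1 ± 5.52, adjusted p = 0.00802) and A930033H14Rik (1.06, adjusted p = 0.0043) also rose against DMSO. Against LCX, A930033H14Rik was called (0.86, adjusted p = 0.018) and Lrp8os2 was not (0.54, adjusted p = 0.158). Between LCX and DMSO, 26 of the 63 had negative and 37 positive log2 fold changes and 0 of the 77 genes was called, the 14 dividing 7 and 7.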

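Of the gene lists fixed beforehand, those of the amino acid response, cell adhesion, the lysosome, endoplasmic reticulum stress and inflammation held mostly genes that fell in HCX among those called, and a list of MAPK feedback genes held mostly genes that rose. In the list of amino acid response genes driven by the transcription factor ATF4, 17 of 27 genes fell against DMSO and 0 rose (22 fell when adjusted over the list alone). Among them was Slc7a11, the cystine transporter gene on chromosome 3 from 49892526 to 50443614 of GRCm38 (2818 ± 74.1 normalized counts in DMSO and 1659.8 ± 132 in HCX, SD, n = 3 libraries, log2 fold change -0.77, limma adjusted p = 3.4e-08). Others were the mitochondrial folate enzyme gene Aldh1l2 (-0.53), the cationic amino acid transporter gene Slc7a3 (-0.45) and the asparaginyl-tRNA synthetase gene Nars (-0.28). Against LCX, 15 of the 27 fell. Of 24 adhesion receptor genes 11 fell and 1 rose (12 and 2 when adjusted over the list alone). Itga1 and Itga2, which encode collagen-binding integrin subunits, were at -0.92 and -0.79. The neural adhesion molecule genes Ncam1 and L1cam were at -0.39 and -0.36. Of 24 lysosome genes 12 fell and 0 rose against DMSO (15 over the list alone), and 5 fell with RLE scaling. Examples are the acid alpha-glucosidase gene Gaa (-0.42) and the membrane protein gene Scarb2 (-0.25). Of 28 endoplasmic reticulum stress genes 10 fell and 0 rose (11 over the list alone), and 6 fell with RLE scaling. Examples are Edem1 (-0.36), of glycoprotein disposal, and the chaperone gene Hyou1 (-0.33). Of 18 genes of inflammation and the acute phase 6 fell and 0 rose (8 over the list alone). The cytokine gene Il6 was at -0.60 and the serum amyloid gene Saa3 at -1.54. In the MAPK feedback and immediate early list 11 of 29 rose and 3 fell (12 and 3 over the list alone). The phosphatase genes Dusp6 (0.27) and Dusp14 (0.74) and Phlda1 (0.40) were higher and Ier3 (-0.37) was lower. Saa3 and Dusp14 are also drawn in Fig. 6C, so their direction is not independent evidence.
The amino acid response list was lower than other genes by limma's camera test (adjusted p over 39 lists 1.1e-08 against DMSO and 4.9e-08 against LCX). This call held with an estimated correlation (adjusted p = 0.0204 and 0.0251), although not with library size scaling and an estimated correlation together (adjusted p = 0.068 and 0.062). The preset correlation also called the adhesion (adjusted p = 0.000231), lysosome (0.000414), MAPK (0.00069), endoplasmic reticulum (0.00252), inflammation (0.0162) and epithelial marker (0.000764) lists against DMSO. With an estimated correlation they were lost (adjusted p = 0.18 for adhesion, 0.392 for lysosome, 0.18 for MAPK, 0.393 for endoplasmic reticulum, 0.203 for inflammation and 0.159 for epithelial markers).

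**Figure D2:**
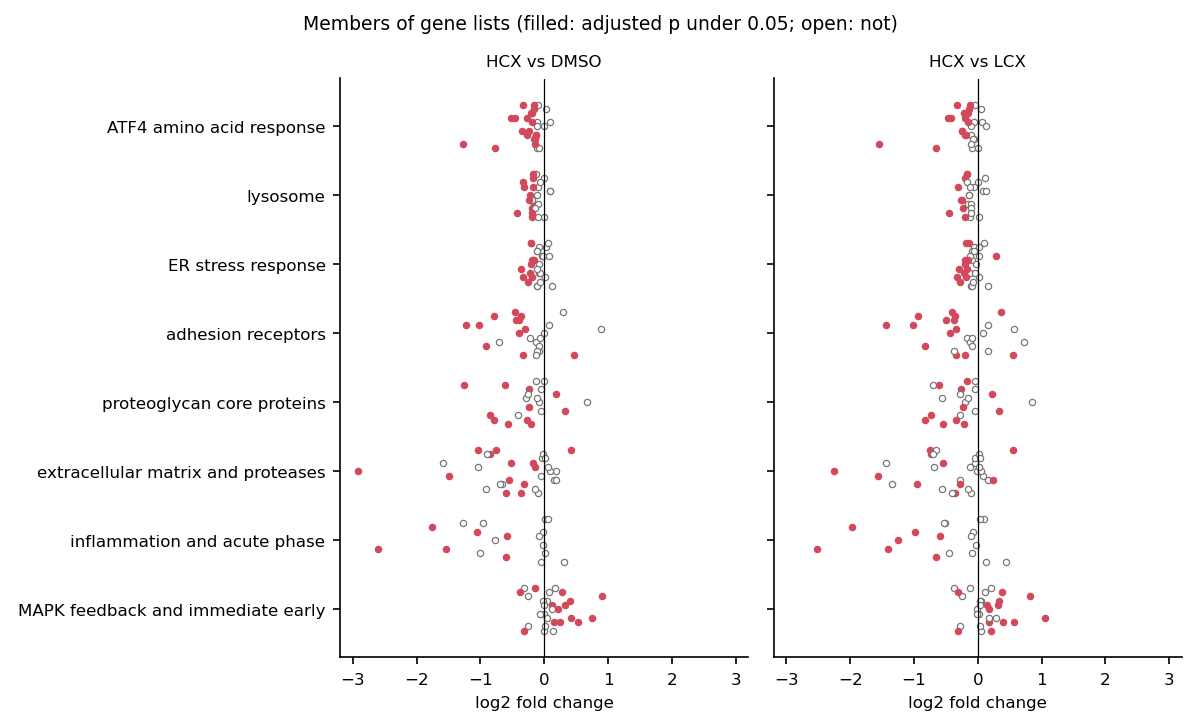
Log2 fold change (x axis) of each gene of 8 lists in HCX relative to DMSO (left) and LCX (right). Each point is a gene, filled where the limma adjusted p is under 0.05; the filled points of the amino acid response and lysosome lists all lie below 0.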

There was no preference in in specific pathways using GO terms. Thus, the changes in cytoskeletal dynamics after LCX treatment are not likely to be due to changes in gene expression.

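In LCX the abundant cytoskeletal transcripts stood close to their level in DMSO. Actb, which encodes beta-actin, had 87244 ± 7856 normalized counts in DMSO and 87476 ± 3158 in LCX (SD, n = 3 libraries), a log2 fold change of 0.01 with a 95% interval of -0.11 to 0.13 from limma. The intervals were -0.11 to 0.10 for Actg1 (gamma-actin), -0.09 to 0.12 for Myh9 (nonmuscle myosin heavy chain), -0.09 to 0.14 for Tubb5 (beta-tubulin) and -0.09 to 0.14 for Map1b. Between LCX and DMSO, 0 of 59 genes of actin and its regulators, 0 of 21 myosins and 0 of 41 tubulins and microtubule regulators were called by limma. These counts were also 0 when adjusted over the list alone. The lists had camera adjusted p of 0.91, 0.426 and 0.227. For the tubulin list camera gave the direction higher while its median was -0.012 and its mean -0.008. With RLE, TMM or library size the median of each of these lists turned positive. The tubulin list passed the test with RLE (adjusted p = 0.0409, and 0.784 with an estimated correlation), while its adjusted p ran from 0.0133 without DMSO replicate 2 to 0.869. The 95% interval lay within 2-fold for 90.6% of all genes and within 1.5-fold for 82.9%.
In HCX some genes of the same lists moved, in both directions. Flnc, which encodes the actin crosslinker filamin C, fell against DMSO (-0.49, standard error 0.05, adjusted p = 2.3e-06, limma). So did Stmn1, which encodes the microtubule destabilizer stathmin (-0.30, 9.3e-05), Map1a (-0.34), Dpysl3 (-0.28) and the myosin gene Myo5c (-1.36). Ezr, which encodes the membrane linker ezrin (0.38, 3.3e-05), Actn1 (0.31) and Myo18a (0.29) rose. Against DMSO 4 actin genes rose and 15 fell (5 and 16 when adjusted over the list alone), 3 myosins rose and 3 fell (3 and 3), and 2 tubulin genes rose and 9 fell (3 and 11). With RLE scaling 8 actin genes rose and 9 fell. Camera called none of these 3 lists in HCX (adjusted p = 0.384, 0.99 and 0.443 against DMSO). The paper reasons that effects on the cytoskeleton that take days to develop could rest on altered transcription, finds no gene altered by LCX, and concludes that altered expression is not likely to underlie the cytoskeletal effects of LCX.

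**Figure D3:**
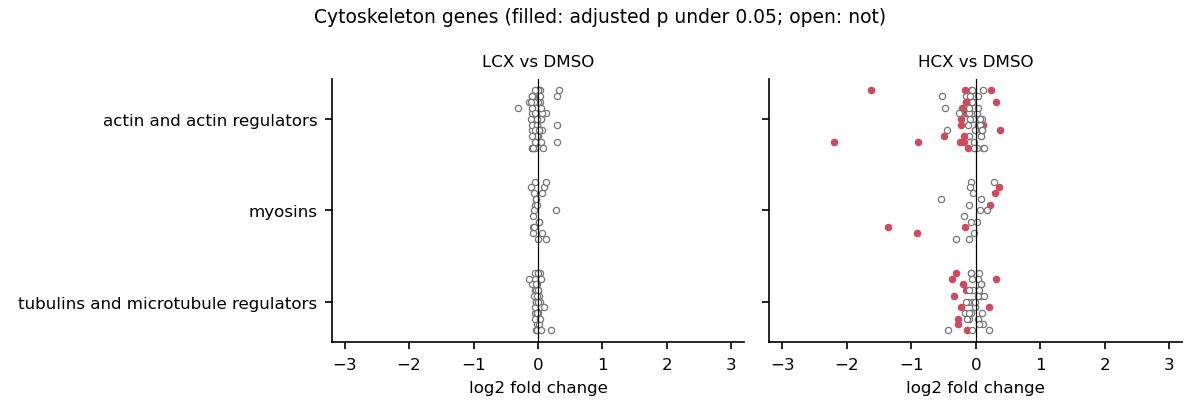
Log2 fold change (x axis) of each gene of the actin, myosin and tubulin lists in LCX and in HCX relative to DMSO. Each point is a gene, filled where the limma adjusted p is under 0.05; all points of LCX are open.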

**Fig 6:**
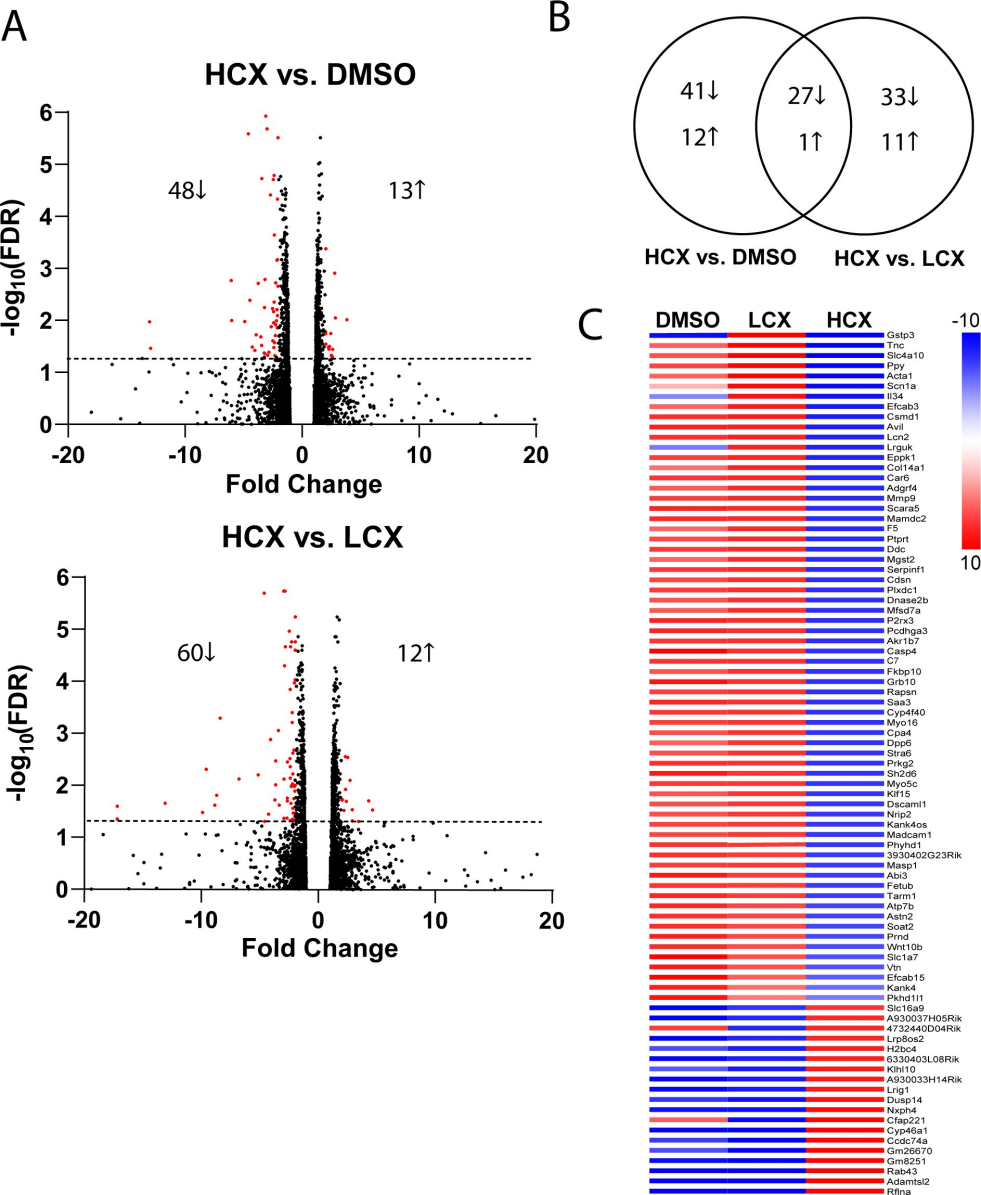
RNAseq analysis of xyloside-treated Neuro2a cells. Neuro2a cells were treated with the indicated levels of xylosides for 72h. RNA was extracted and sequenced. A) Volcano plots showing significant changes in gene expression (>50% change, P < 0.5) between HCX and DMSO-treated cells and HCX and LCX-treated cells. B) Venn diagram showing numbers of genes changed with HCX compared to DMSO and LCX treatment. C) Heat map of expressed genes that were changed by xyloside treatment. Color represents deviation from the average expression over all conditions.

## Discussion

Xylosides have been used in research as a GAG-biosynthesis inhibitor since the 1970s [14], and continue to be used today. Virtually all published work has used these small molecules in the millimolar range as originally published by Schwartz et al. [24]. Our work reveals a novel action of xylosides on cell morphology that occurs at sub-micromolar concentrations, well below any previously reported to be active. Interestingly, LCX treatment only slightly raised the secretion of CS and HS into the medium, though we did confirm a large increase in GAG secretion by HCX, a major effect of these compounds when used in culture. We did not identify any changes in gene expression in cells exposed to the low concentrations of 4-MU that produced the morphological and cytoskeletal changes, though we did find changes after exposure to HCX.

Several studies have investigated dose-response curves with xylosides on GAG chain production and composition at concentrations in the micromolar range. We found that LCX produced a small change in CS secretion into the medium, with no change in HS, while HCX produced large increases in CS and HS GAG production. In contrast, both LCX and HCX changed GAG chain composition both for CS and HS. For CS, xyloside treatment caused an increase in sulfation of the GalNAc sugars at the 4-position. Our research has found an increase in 4-S sugars to be associated with injury to the CNS [26, 27], and that CS enriched in 4-S GAG acts to reduce neurite outgrowth [26]. These results can be compared to those of Carrino and Caplan [10], who found increased incorporation of ^35^S into the medium of chick muscle cultures with concentrations down to 1 μM, with minimal effect on the structure of CS GAG chains, while mM concentrations resulted in GAG chains that were >90% enriched in 6-sulfated GalNAc. Similarly, Weinstein, et al. [28] found increased ^35^S secretion into the medium by human chondrocytes treated with 25 μM xylosides, with a maximum attained at 100 μM; higher concentrations then suppressed GAG synthesis. More recently, Persson, et al. [25], systematically looked at GAG chain secretion and composition after treatment with different xylosides in several cell lines. Consistent with other observations, they found an increase in GAG production with 10 μM 4-MU in all cell lines. However, in contrast to our results, they found a decrease in the proportion of ΔHexUA-GalNAc-4S and an increase in the proportion of ΔHexUA-GalNAC-6S in the secreted CS. Because they observed divergent responses in different cell lines, it may be that Neuro2a cells respond differently.

Treatment of Neuro2a cells with HCX, but not LCX, caused an increase in HS secretion into the medium. In contrast, both concentrations of 4-MU caused changes in HS GAG composition. LCX increased ΔHexUA-GlcNS, while HCX further increased the percentage of ΔHexUA-GlcNS, and also increased the percentage of ΔHexUA-2SGlcNS. Knockout of the Ndst1 gene, which controls N-sulfation of HS chains alters many developmental processes, including brain development, in both mice [29] and humans [30]. The knockout mice also have altered responses to both FGF [31] and VEGF [32], which likely contribute to the developmental phenotypes in these animals. It is therefore possible that the increase in ΔHexUA-2SGlcNS could have contributed to the phenomena we observed.

The major cellular change we found with low concentration of 4-MU were in the cytoskeleton. Interestingly, we observed a change in actin dynamics in Neuro2a cells with LCX, but not HCX, while both concentrations changed microtubule dynamics. However, the major phenotype we observed in hippocampal neurons with LCX treatment was enlarged growth cones with microtubule looping. Several previous studies have examined the effect of high concentrations of xylosides on cytoskeleton. Adding 1 mM xyloside to vascular smooth muscle cells lead to a reduction in the number of α-actin containing cytoskeletal filaments [33, 34]. Treatment with 2 mM xyloside treatment impeded tubule formation during nematocyst development, implicating CS in the stabilization of membrane protrusions [35]. However, our observations suggest that there may be specific alterations of the cytoskeleton after exposure to much lower concentrations of xylosides. This suggests that, although LCX has specific morphological actions on both cells types, the underlying mechanism could be different.

Previous research in our lab as well as others has shown that neurons and neuronal cell types are sensitive to GAG chains and changes in sulfation patterns [26, 36, 37]. This sensitivity is linked to several processes that are regulated by cytoskeletal rearrangements such as neural migration, polarity and axon guidance. For example, degradation of GAG chains by enzyme or disruption of biosynthesis by xylosides led to altered neuronal migration [38]. The addition of HS and CS to embryonic rat neurons primarily resulted in neurons with a single long axon. Conversely the addition of DS resulted in neurons with increased dendritic growth that maintained higher levels of microtubule-associated protein 2 expression [39]. In terms of axon guidance, many studies have shown the bifunctionality of HS and CS as guidance cues. HS is commonly associated with permissive substrates while CS, especially 4-sulfated CS, is seen as inhibitory [40]. These actions clearly depend upon alterations in the cytoskeleton.

Because the morphological changes in neurons take several days to develop, we tested the hypothesis that there would be changes in gene expression. However, our RNAseq analysis did not find any RNAs whose level was significantly changed by exposure to LCX as compared to the control (DMSO alone) situation. However, we did find a subset of genes whose expression was significantly increased by HCX over either control or LCX. 

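The genes nearest to a call between LCX and DMSO were Zfp966, Tmem254c, Hist1h2br, Mindy3 and Rps13. Zfp966, a zinc finger gene, had 429 ± 97.1 normalized counts in DMSO, 178 ± 34.0 in LCX and 341 ± 164 in HCX (SD, n = 3 libraries), with a log2 fold change of -1.26 in LCX (adjusted p = 0.15, limma). Tmem254c had 206 ± 213 in LCX and 1.35 ± 2.34 in DMSO (6.19, standard error 1.16, adjusted p = 0.15), and Hist1h2br 33.8 ± 37.1 and 0.705 ± 1.22 (adjusted p = 0.33). These 3 genes share 93.9%, 100% and 89.5% of their sequence with other genes and their values are uncertain. Mindy3, which encodes a deubiquitinase, had a log2 fold change of -0.30 (95% interval -0.43 to -0.17, adjusted p = 0.33), and the ribosomal protein gene Rps13 one of -0.20 (-0.29 to -0.10, adjusted p = 0.47). The median gene had an interval of 0.153 to each side of its log2 fold change, and 116 genes had a log2 fold change of at least 1 in size without a call. Zfp966 was called without HCX replicate 1 (adjusted p = 0.0284), Zfp966 and Tmem254c without HCX replicate 2 (0.0106 for both). Hist1h2br and Gm3020 were called without LCX replicate 1 (0.00153 for both) and Gm10058 without DMSO replicate 3 (0.000439). A fit to the 6 libraries compared called Zfp966 and Tmem254c (0.00191 for both). With a block on the replicate number, which no label says pairs the samples, Zfp966 (0.0110), Tmem254c (0.0208) and Gm10058 (0.0177) were called. Gm3020 and Gm10058 are named because the counts are small, after their values were seen.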

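Few named genes rose at least 2-fold in HCX. Adamtsl2, which encodes a glycoprotein of the extracellular matrix and lies on chromosome 2 from 27079379 to 27108981 of GRCm38, had 108 ± 21.0 normalized counts in DMSO, 105 ± 21.9 in LCX and 272 ± 71.1 in HCX (SD, n = 3 libraries). It rose against DMSO (log2 fold change 1.30, standard error 0.21, adjusted p = 0.00021, limma) and against LCX (1.36, adjusted p = 0.00016). Against LCX, the fibroblast growth factor gene Fgf18 on chromosome 11 from 33117430 to 33147400 rose from 12.9 ± 2.48 to 40.1 ± 5.57 (1.57, adjusted p = 0.0097), with a value of 0.99 against DMSO that was not called (adjusted p = 0.084). Rflna, which encodes a binding partner of filamin, rose by 1.16 (adjusted p = 0.0089) and Klhl10 by 1.09 (0.0054) against LCX. Against DMSO, Cyp46a1, which encodes the cholesterol 24-hydroxylase of neurons, rose from 25.4 ± 9.06 to 57.7 ± 15.1 (1.18, adjusted p = 0.015). This call ended without DMSO replicate 3 (the highest adjusted p over all alternatives was 0.0771) or HCX replicate 1. Cyp46a1 was not called between HCX and LCX (0.35, adjusted p = 0.498), and in LCX it stood at 0.83 against DMSO, also not called (adjusted p = 0.801). The calls of Inka2 (1.48 against LCX), Klhl3 (adjusted p = 0.028), Fam163b (1.21) and Pmel (1.08 against DMSO) each ended when 1 library was left out, with highest adjusted p of 0.0813, 0.123, 0.0577 and 0.158. Genes that share most of their sequence with another made up 5 of the 15 called higher against DMSO and 4 of the 19 against LCX.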

A large group of these code for proteins in the extracellular matrix, including Tenascin-C, Collagen 14, MMP9 and astrotactin 2, while another group, including α-actin, advillin, protein tyrosine phosphatase receptor type T and ABI family member 3 are involved in controlling cytoskeletal dynamics. However, none of these were changed at concentrations that produced the morphological changes. 

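The genes of both groups were lower in HCX than in DMSO and LCX wherever they were called. Among the matrix genes, Mmp9, which encodes a gelatinase and lies on chromosome 2 from 164940780 to 164955850 of GRCm38, had 129.6 ± 29.2 normalized counts in DMSO and 44.8 ± 2.21 in HCX (SD, n = 3 libraries), a log2 fold change of -1.49 (standard error 0.20, adjusted p = 3.5e-05, limma). Astn2, on chromosome 4 from 65380803 to 66404611, fell from 187 ± 33.4 to 90.6 ± 4.81 (-1.02, 0.00039). Col14a1 had 94.3 ± 5.47 and 62.1 ± 22.3 (-0.66, adjusted p = 0.055) and was called against LCX (-0.96, adjusted p = 0.0081). Tnc, the tenascin-C gene, had 8.52 ± 1.5 in DMSO and 1.36 ± 1.6 in HCX and was too low to test. Among the cytoskeletal genes, Avil, which encodes the actin-severing protein advillin and lies on chromosome 10 from 127000709 to 127020994, fell from 2536 ± 546 in DMSO to 548 ± 117 in HCX (-2.21, 1.0e-09). Acta1 fell from 49.4 ± 3.56 to 16.8 ± 8.85 (-1.62, 0.0026) and Ptprt from 165 ± 14.8 to 71.0 ± 15.3 (-1.22, 0.00011). Abi3 had 12.9 ± 2.51 and 9.23 ± 2.4 and was not called (-0.45, adjusted p = 0.601). The paper chose these genes on the same samples, so their direction is not independent evidence.
In the list of extracellular matrix and protease genes fixed beforehand, 12 of 30 fell and 1 rose against DMSO (16 and 2 when adjusted over the list alone). Mmp9, which the paper chose on the same samples, is among those that fell. Adamts4, an aggrecan-cleaving protease gene (-0.76, standard error 0.08), and Lama4, a laminin gene (-0.52), fell, and Lamb2, another laminin gene and the only 1 that rose, chosen after its value was seen, was higher (0.43, adjusted p = 0.0012). The list was lower by camera (adjusted p = 0.00242 against DMSO and 0.000584 against LCX), a call lost with an estimated correlation (adjusted p = 0.171 and 0.102). The list of mesenchymal markers, which shares 2 tested genes with it, had 12 of 14 negative values in each comparison, with camera adjusted p of 0.208 against DMSO and 0.0189 against LCX (adjusted p = 0.393 and 0.201 with an estimated correlation).

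**Figure D4:**
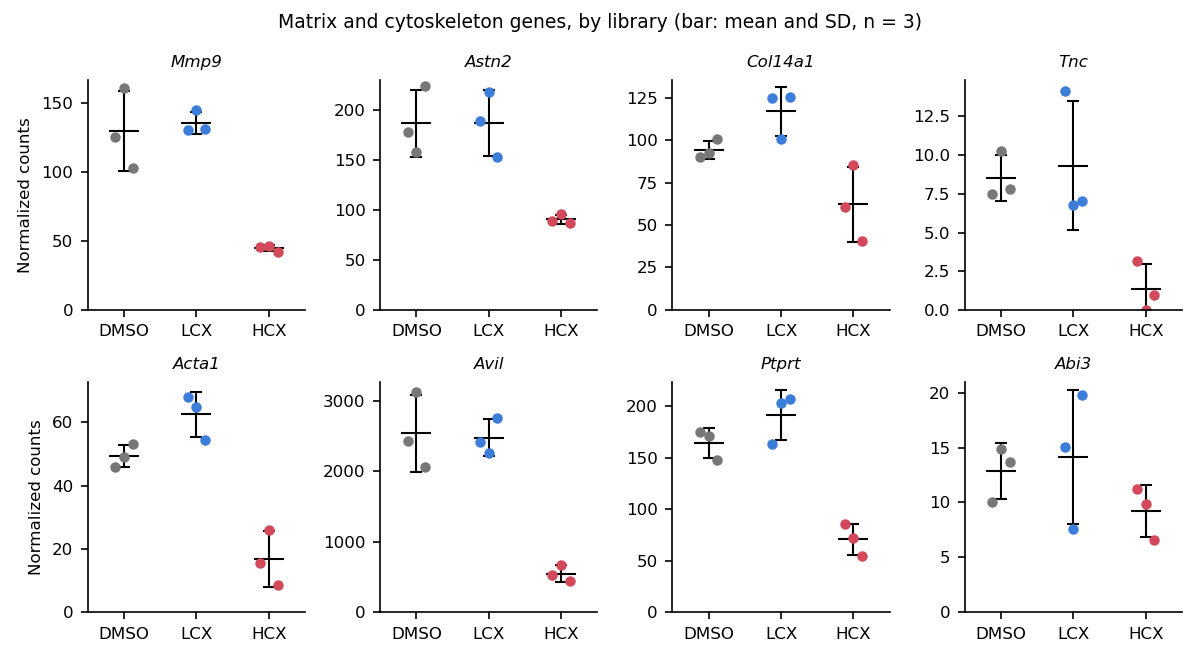
Normalized counts per library (y axis, from 0) of Mmp9, Astn2, Col14a1, Tnc, Acta1, Avil, Ptprt and Abi3 in DMSO, LCX and HCX. Points are libraries, and bars are the mean and SD (n = 3); the mean of every gene is lowest in HCX.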

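In LCX, Mmp9 had 135 ± 8.01 normalized counts (SD, n = 3 libraries), Astn2 187 ± 32.7, Avil 2476 ± 257 and Ptprt 192 ± 24.2. Their log2 fold changes relative to DMSO had 95% intervals from limma of -0.33 to 0.50 for Mmp9, -0.36 to 0.36 for Astn2, -0.29 to 0.25 for Avil and -0.17 to 0.59 for Ptprt. Col14a1 had 117 ± 14.2 in LCX (log2 fold change 0.30, adjusted p = 0.85) and Acta1 62.6 ± 7.13 (0.33, adjusted p = 0.89), both on the side opposite to their change in HCX but not called. Abi3 stood at 14.2 ± 6.12 and Tnc at 9.33 ± 4.19. As groups, the matrix genes and the cytoskeletal genes had camera adjusted p of 0.211 and 0.18 between LCX and DMSO, and 0 members of either were called, also when adjusted over the list alone. Against LCX itself, HCX was lower in Avil (-2.19, adjusted p = 1.6e-09), Mmp9 (-1.57, 2.1e-05), Ptprt (-1.43, 2.2e-05) and Acta1 (-1.96, 0.000601). This compares the doses directly, but the paper chose these genes on the same samples, so it is not independent evidence.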

Treatment of HeLa cells with mM xylosides caused the upregulation of several RNAs related to proteoglycan synthesis [41], but we did not find any overlap with our results. Thus, it is not likely that the morphological changes we observe are due to changes in gene expression.

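Among the genes that build heparan sulfate, Hs3st3b1, a 3-O-sulfotransferase gene on chromosome 11 from 63885792 to 63922290 of GRCm38, rose from 1769 ± 129 normalized counts in DMSO and 1685 ± 11.3 in LCX to 2816 ± 33.8 in HCX (SD, n = 3 libraries). Its log2 fold change was 0.67 against DMSO (standard error 0.06, adjusted p = 1.2e-07, limma) and 0.74 against LCX. Ndst1, an N-deacetylase and N-sulfotransferase gene on chromosome 18 from 60684494 to 60748650, fell against DMSO (-0.28, adjusted p = 0.0038), as did the exostosin-like gene Extl1 (-0.20) and the glucuronyl epimerase gene Glce (-0.22). Of 15 heparan sulfate synthesis genes 2 rose and 4 fell against DMSO (3 and 5 when adjusted over the list alone). Of 6 genes of the linkage region, 1 rose and 0 fell (1 and 2), namely B3galt6, a galactosyltransferase gene (0.35, adjusted p = 0.04996). Of 10 genes of chondroitin sulfate synthesis, 1 rose and 0 fell (0 and 0), namely Csgalnact2 (0.31, adjusted p = 0.0396). Of 18 genes that supply sugar and sulfate donors, 2 rose and 3 fell (2 and 5), with Gnpnat1, of UDP-N-acetylglucosamine synthesis, lower (-0.31).
Of 21 genes of the core proteins that carry the chains, 9 fell and 2 rose against DMSO (11 and 2 when adjusted over the list alone). Among them were Spock2, which encodes testican-2 (6255 ± 317 in DMSO and 4071 ± 135 in HCX, SD, n = 3, -0.62, adjusted p = 4.4e-08), the collagen XVIII gene Col18a1 (-0.86), the perlecan gene Hspg2 (-0.57) and the decorin gene Dcn (-0.79). Of 18 genes that degrade the chains 3 fell and 0 rose (3 and 0), namely Gusb (-0.43), Hexa (-0.32) and the heparanase gene Hpse (-0.67). The core protein list was lower by camera (adjusted p = 0.00231 against DMSO and 6.3e-05 against LCX), a call lost with an estimated correlation (adjusted p = 0.171 and 0.102). Of the mesenchymal markers, of which Dcn is 1, 12 of 14 had negative values in each comparison (camera adjusted p of 0.208 and 0.0189, and adjusted p = 0.393 and 0.201 with an estimated correlation). The degradation list was called only against LCX (adjusted p = 0.028, and 0.275 with an estimated correlation). The synthesis lists were not called (camera adjusted p against DMSO of 0.998 for heparan sulfate, 0.935 for the linkage region, 0.443 for chondroitin sulfate and 0.731 for donors). Between LCX and DMSO, 0 genes of any of these lists were called, also when adjusted over the list alone, with camera adjusted p from 0.0762 for degradation to 0.91 for heparan sulfate. The core protein list passed the test without DMSO replicate 1 (adjusted p = 0.0425). The calls of B3galt6 and Csgalnact2 against DMSO ended when 1 library was left out (highest adjusted p 0.193 and 0.156). That of Ndst1 against LCX (adjusted p = 0.0297) did too (0.105).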

The question then arises as to what mechanism is mediating these changes in cellular morphology due to LCX treatment. Changes in cytoskeleton are most often induced by changes in cell signaling. Because many signaling pathways are modulated by interactions with cell-surface GAG chains, it is possible that signaling was altered. However, while short-term changes in signaling are mediated through post-translational modifications (PTMs), longer exposure normally produces changes in transcription. As noted above, our RNA-sequencing data shows little to no change in transcription after LCX treatment, indicating that any changes to transcription are not robust and thus alterations in signaling pathways controlling gene expression are not likely the main culprit behind changes in cell morphology. We found that LCX only influenced actin dynamics, while both concentrations caused changes in microtubules. While this might suggest a predominant effect on actin dynamics, it is possible that the larger concentration of secreted GAGs under HCX treatment activated pathways to alter intracellular signaling, antagonizing the effects of LCX.

This leaves changes in PTMs due to xyloside treatment as the most likely driving force behind the altered cytoskeleton. PTMs include phosphorylation, methylation, acetylation and glycosylation. Changes in PTMs are known to alter protein degradation, kinase activity, and intracellular protein localization. This study has shown that both high and low concentration xyloside treatment can alter glycosylation in a dose dependent manner as evidenced by the different disaccharide profiles in the primed GAGs. Previous work has shown that receptors in many signaling pathways are sensitive to changes in GAG sulfation [29]. The differences in changes in glycosylation between LCX and HCX along with the significant increase in CS after HCX treatment which is not found after LCX treatment could explain why the phenomenon is dose dependent.

## Supporting information

S1 Fig Microtubule looping in xyloside-treated growth cones. A) Images of hippocampal neurons treated with either DMSO or LCX. LCX-treated neurons have large growth cones with extensive microtubule looping (arrow). B) Dose response curve for xyloside treatment. Percentage of neurons with looped microtubules at the end of the growth cones increased and peaked at 500 nM xyloside treatment.
(PDF)

S2 Fig LCX treatment alters early neurite outgrowth. Images of hippocampal neurons treated with either DMSO, LCX or HCX 24 h after plating. Arrows point to splayed tubulin at the ends of growing neurites in LCX-treated cultures. Scale bar = 25 μm.
(PDF)

S3 Fig Altered Neuro2a morphology in cells treated with LCX. Cells were transfected with F-tractin (red) and fixed and stained with DAPI (blue) 48 h later. (Left) DMSO-treated Neuro2a cells show typical morphology irregular shape and intense actin staining at the periphery. (Center) LCX-treated cell shows large lamellipodia (arrows) with centripetal actin organization. (Right) HCX-treated cells resemble DMSO-treated cells with irregular shape and peripheral actin staining. Scale = 25 μm.
(PDF)

S1 Data

# Supplementary material for: A novel cytoskeletal action of xylosides
**Source:** PLoS One. 2022 Jun 28;17(6):e0269972. doi: 10.1371/journal.pone.0269972
**Supplement:** S1 Fig — A) Images of hippocampal neurons treated with either DMSO or LCX. LCX-treated neurons have large growth cones with extensive microtubule looping (arrow). B) Dose response curve for xyloside treatment. Percentage of neurons with looped microtubules at the end of the growth cones increased and peaked at 500 nM xyloside treatment.

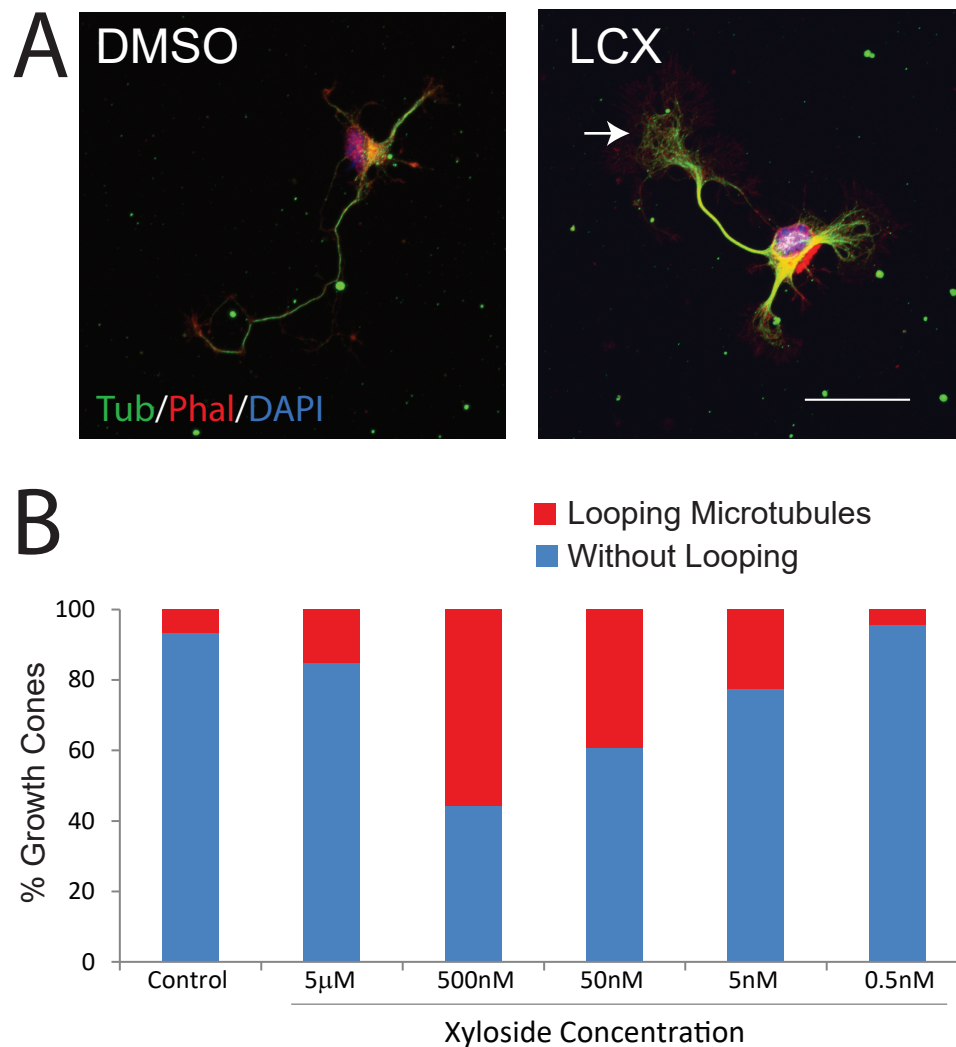

Supp. Figure 1. Microtubule looping in xyloside-treated growth cones. A) Images of hippocampal neurons treated with either DMSO or LCX. DMSO treated neurons have small actin-rich growth cones. LCX-treated neurons have large growth cones with extensive microtubule looping (arrow). B) Concentration-response curve for xyloside treatment. Percentage of neurons with looped microtubules at the end of the growth cones increased and peaked at 500 nM xyloside treatment.

# Supplementary material for: A novel cytoskeletal action of xylosides
**Source:** PLoS One. 2022 Jun 28;17(6):e0269972. doi: 10.1371/journal.pone.0269972
**Supplement:** S2 Fig — Images of hippocampal neurons treated with either DMSO, LCX or HCX 24 h after plating. Arrows point to splayed tubulin at the ends of growing neurites in LCX-treated cultures. Scale bar = 25 μm.

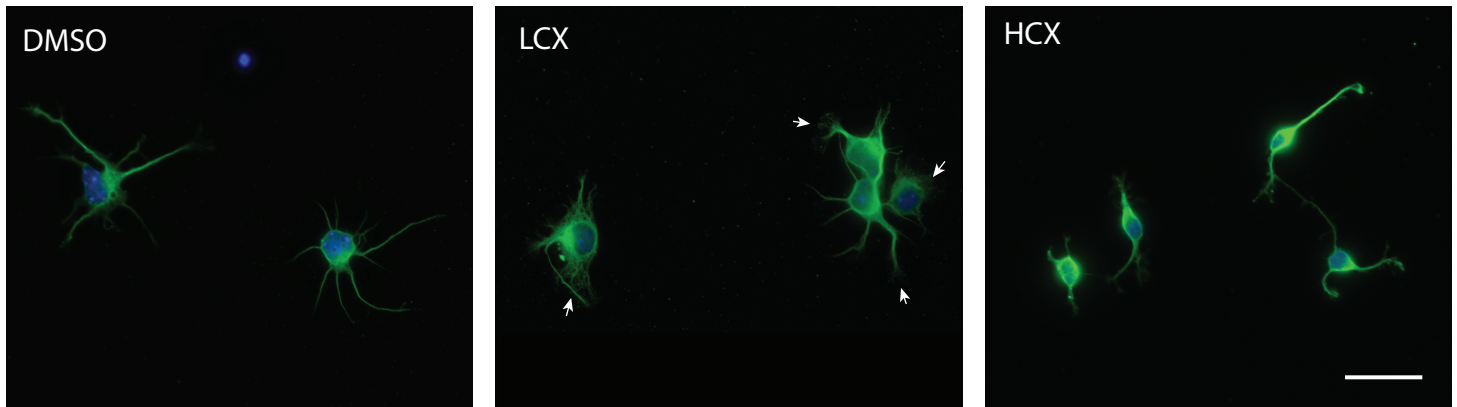

Supp. Figure 2. LCX treatment alters early neurite outgrowth. Images of hippocampal neurons treated with either DMSO, LCX or HCX 24 h after plating. Arrows point to splayed tubulin at the ends of growing neurites in LCX-treated cultures. Scale bar = 25 μ m.

# Supplementary material for: A novel cytoskeletal action of xylosides
**Source:** PLoS One. 2022 Jun 28;17(6):e0269972. doi: 10.1371/journal.pone.0269972
**Supplement:** S3 Fig — Cells were transfected with F-tractin (red) and fixed and stained with DAPI (blue) 48 h later. (Left) DMSO-treated Neuro2a cells show typical morphology irregular shape and intense actin staining at the periphery. (Center) LCX-treated cell shows large lamellipodia (arrows) with centripetal actin organization. (Right) HCX-treated cells resemble DMSO-treated cells with irregular shape and peripheral actin staining. Scale = 25 μm.

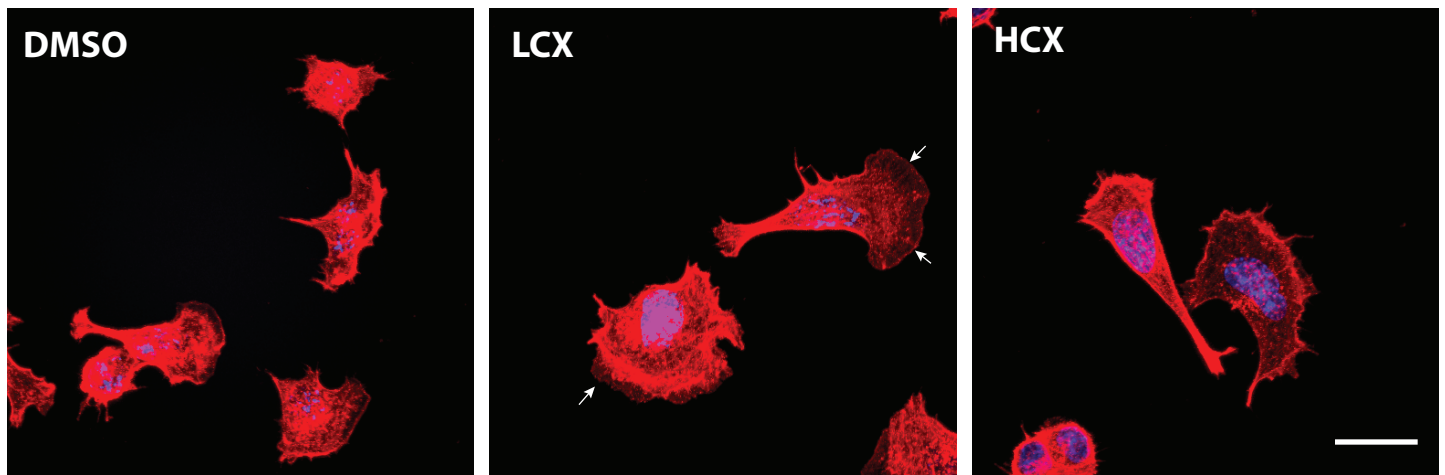

Supp. Figure 3. Altered Neuro2a morphology in cells treated with LCX. Cells were transfected with f-tractin (red) and fixed and stained with DAPI (blue) 48 h later. (Left) DMSO-treated Neuro2a cells show typical morphology irregular shape and intense actin staining at the periphery. (Center) LCX-treated cell shows large lamellipodia (arrows) with centripetal actin organization. (Right) HCX-treated cells resemble DMSO-treated cells with irregular shape and peripheral actin staining. Scale = 25  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

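RNA of 9 Neuro2a samples, 3 each treated with DMSO, LCX and HCX, was sequenced as TruSeq stranded mRNA libraries on an Illumina instrument. Per the labels the reads were processed with Bowtie, TopHat2 and Partek on the mm10 build, and the versions and the gene annotation are not stated. The authors deposited 1 table of values per gene and library in linear units of signal, namely reads per gene divided by a factor for each library and by a further factor close to 1 that differs between genes. Because of this factor, whole reads could not be recovered from the deposited values. The design fixed beforehand had assumed counts with TMM scaling and a quasi-likelihood test, and gave limma-trend on log2 values as the choice for normalized values, so limma-trend was used. DESeq2 and edgeR were not used.

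The table holds 24972 gene names, of which 26 have been turned into dates by a spreadsheet. These dates were kept as they stand, 21 of them among the genes tested, and are not named. Symbols were placed on GRCm38 with GENCODE vM21 (24420 symbols) and RefSeq (353), and 173 had no single place. No other column of values per sample is in the table. The libraries summed to 36560895, 36595022 and 36667123 normalized counts in DMSO, 35598593, 35597229 and 35668474 in LCX and 35331564, 35252545 and 34949840 in HCX.

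Values were taken as log2(value + 1), and genes with at least 10 in at least 3 libraries were kept, which gave 13179. The model held 1 term per group over all 9 libraries, with 6 residual and 13.8 prior degrees of freedom (19.8 together), a trended prior and the Benjamini-Hochberg adjustment within each of the comparisons LCX against DMSO, HCX against DMSO and HCX against LCX. Intervals are 95% intervals of the moderated limma fit. A list of 40 gene sets was fixed beforehand, of which 39 had at least 3 genes tested, and sets were compared with other genes by camera with a preset correlation of 0.01 and with an estimated correlation, and tested against no change by fry, each adjusted over the 39 sets within a comparison. For each gene, the share of its 31-base stretches found in transcripts of another gene was counted, and genes at 50% or more are reported as uncertain. Versions were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

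Genes were named by a rule with 5 parts: the genes that the text names; for each HCX comparison, among genes called at 2-fold whose groups did not overlap and with a mean of at least 1 CPM in the higher group, up to 8 with the largest change in each direction; for each gene set that the text reports, up to 4 called members with the smallest adjusted p, or up to 2 of the highest mean where none was called; the 5 genes of the smallest adjusted p between LCX and DMSO; and 6 genes of the highest mean among those called between HCX and DMSO. Genes known only by a Gm or Rik identifier were left out unless Fig. 6C names them, and exceptions are marked where they stand. Fig. 6C had been seen when this rule was written. A gene and a gene set that the rule reached are not reported here.

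The alternatives tried were scaling by RLE, TMM or library size, limma-voom, no filter, a filter of at least 10 in every library, a block on the replicate number, a pseudocount of 0.5 or 10, a fit to the 6 libraries compared, leaving out each library, a stricter adjusted p of 0.01, a 1.5-fold threshold, a test against a 1.2-fold change, leaving out pseudogenes and leaving out genes that share sequence. The simulated shared-library sets used 100 draws from a normal distribution with the fitted spread of each gene, independent between genes.

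The procedure was tested on simulated data, with changes added to 200 genes in 20 draws for each comparison. Values were drawn from a negative binomial distribution, independently between genes and not from the residuals. It used each gene's mean over all 9 libraries and its spread within groups. Between LCX and DMSO it recovered 48.2% of the changes at 1.25-fold, 71.4% at 1.5-fold, 83.8% at 2-fold and 95.6% at 4-fold. Between HCX and DMSO it recovered 48.9%, 73.9%, 84.6% and 93.3%, and between HCX and LCX 50.7%, 74.2%, 83.5% and 93.3% at these folds. Of the genes called, 4.38%, 4.66% and 4.86% were false in the 3 comparisons, and 0 had the wrong direction. All simulated libraries stood on 1 scale, while the deposited DMSO libraries stood 2.93% above the others by RLE. These shares therefore do not cover calls against DMSO that depend on the scaling. Of 100 gene sets with an added shift 100 were called, and of 100 without a shift 0. Because the simulated genes vary independently, this does not tell how often camera calls unchanged lists whose genes vary together.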

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

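In this part, the tests of scaling, of the spread between libraries, of single libraries, of the product of factors, of the most abundant genes and of splits were chosen after the result was seen, while those of transcript length and GC content were chosen before, and the test by level of expression was first set for both doses together and divided by dose after its value was seen.

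Several gene groups that the paper does not discuss passed limma's camera test. Those that passed in the same direction in both HCX comparisons, with the adjusted p against DMSO, were the adhesion receptors (adjusted p = 0.000231), the endoplasmic reticulum stress response (0.00252), the ATF4 amino acid response (1.1e-08), MAPK feedback (0.00069), inflammation and the acute phase (0.0162), epithelial markers (0.000764) and the lysosome (0.000414). With an estimated correlation the amino acid response kept its call (adjusted p = 0.0204), though not with library size scaling as well (adjusted p = 0.068, and 0.062 against LCX), and the others lost it (adjusted p = 0.18 for adhesion, 0.393 for endoplasmic reticulum stress, 0.18 for MAPK feedback, 0.203 for inflammation, 0.159 for epithelial markers and 0.392 for the lysosome). Between LCX and DMSO those that passed were the ribosomal proteins (2.5e-12, and 0.66 with an estimated correlation) and oxidative phosphorylation (0.000401, and 0.66 with an estimated correlation). For oxidative phosphorylation 35 of 37 genes had negative values in LCX and 0 was called, while the median of all genes was itself at -0.0389. Relative to the median gene the list differed by -0.0176 between LCX and DMSO. Its level ranged over 0.0859 within DMSO, 4.87 times that difference.

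The genes of the amino acid response stood 2.74 to 2.79 above the median gene (log2, 27 genes) in the HCX libraries, against 2.97 to 3.00 in DMSO and 3.00 to 3.02 in LCX. The tables argue against the scaling of the DMSO libraries, since with RLE the median of the list against DMSO was -0.116. The standard error of the group difference in the list's mean level above the median gene was 0.0140. They argue against transcript length and GC content as the whole account. By medians, the list lay -0.0863 against DMSO and -0.0980 against LCX from 20 genes per member matched on these and on level. The standard error of the mean difference was 0.0166. The matched genes were themselves at a median of -0.0715 against DMSO and -0.0458 against LCX, so part of the shift may go with these traits. The tables also argue against 1 library, since the highest median in either comparison without 1 library in turn was -0.134. As a hypothesis found and tested on the same data, the lower level may be a response of the cells to 1 mM xyloside, and contamination was not tested. Of the 10 splits of the 6 libraries, 1 (the real split) gave a value as large in each comparison, -log10 camera p of 9.55 against DMSO (highest other 3.36) and 8.90 against LCX (4.05), which are too few splits for a share under 0.05.

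The ribosomal protein genes had negative log2 fold changes in LCX for 75 of 76 members (median -0.079), with 0 called, 6 lower when adjusted over the list alone and an adjusted p of 0.66 with an estimated correlation. Their level ranged over 0.124 within DMSO, 0.0425 within LCX and 0.138 within HCX, the widest at 3.23 times the difference of -0.0427 between LCX and DMSO and that within DMSO at 2.90 times, so the spread between libraries may account for the pattern. The scaling of the DMSO libraries stays open, since the median with RLE was -0.0372 (standard error of the difference in mean level 0.0462). So do transcript length and GC content, since the list's median lay -0.0285 from its matched genes (standard error of the mean difference 0.0237). An effect of LCX itself stays open and untested. Of the 10 splits 3 gave a value as large, with a real value of 13.2 and a highest other of 22.8, and between HCX and DMSO also 3, with 6.40 and 30.7, again too few splits for a share under 0.05.

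The DMSO libraries stood on a scale 2.93% above the others by RLE (0.0417 on the log2 scale), against a spread of 0.00106 within groups, and the median gene was at -0.0389 in LCX and -0.0406 in HCX relative to DMSO. The tables argue against a few abundant genes, since the share of the 10 most abundant differed by -0.0421 percentage points (SD 0.0981). For LCX they argue against a shift that depends on expression level, since the median shifts of 3 groups of genes by level lay within 0.00812 of each other. A change in a part of the transcriptome defined otherwise could leave these medians alike, and it stays open. For HCX the gap was 0.0387, and a shift that depends on level stays open too. Over the LCX and HCX libraries the values of 1 read multiplied to 1.00005, against 0.937 over all 9. This would go with factors set for the DMSO libraries apart from the other 6. The value of 1 read had a geometric mean of 0.979 in DMSO and 1.00 in the other 6, so how the DMSO factors were set stays open. No biological explanation was tested.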

How the results depend on the processing

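The alternatives were set before the data were examined, except that TMM scaling and leaving out genes that share sequence were chosen after seeing the data, and in every case below the cause was not tested. DESeq2, edgeR on counts and edgeR on recovered reads were planned but not run, since the table holds no counts. Of 183 named gene and comparison pairs, 160 were called, and 146 of these kept their direction and call under every alternative in which the gene was tested (18 or 19), while 19 of the 23 not called stayed so. Most of these genes were named for the size of their change, their adjusted p or their mean, so this does not describe the other calls. Over all genes, RLE kept 1128 of the 1781 calls lower and 754 of the 755 higher in HCX than in DMSO. Depth limits genes near the filter, where intervals are widest. The labels do not say that replicate numbers pair the samples, and the deviations of the 9 pairs of the same number correlated at -0.104 to 0.104. As a hint from the data, a sample's own number was the best match in 10 of 18 pairs (6 by chance) and in both other groups for 2 of 9 samples, and DMSO and HCX samples correlated at 0.067, 0.104 and 0.086 with the same number and at -0.071 to -0.017 with another. A block on the number brought 2 genes higher and 1 lower past the threshold between LCX and DMSO, at 2-fold and at any fold (Zfp966 -1.26, adjusted p = 0.0110, Tmem254c 6.19, 0.0208, and Gm10058 4.01, 0.0177). A fit to the 6 libraries compared gave 1 higher and 1 lower at both thresholds, and 5 genes higher in both HCX comparisons. No scaling called a gene between LCX and DMSO.

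Between HCX and DMSO, RLE gave 1128 genes lower at any fold, TMM 1143, library size 1307 higher and 966 lower, and voom 1301 and 930, with 25 higher at 2-fold and 9 higher in both comparisons. Without a filter 30 genes were higher at 2-fold than in DMSO, 30 than in LCX and 8 in both, and with at least 10 in every library 40 were lower in both. With a pseudocount of 10, 8 were higher and 51 lower than in DMSO at 2-fold, 11 and 54 than in LCX, 35 lower and 5 higher in both. An adjusted p of 0.01 gave 7 and 54 at 2-fold and 341 and 874 at any fold against DMSO, 9 and 56 and 470 and 586 against LCX, and 39 lower in both. A 1.5-fold threshold gave 50 and 255 against DMSO, 80 and 211 against LCX, and 26 higher and 174 lower in both. A test against 1.2-fold gave 4 and 38 at 2-fold and 22 and 124 in all against DMSO, 4 and 42 and 28 and 106 against LCX, and 30 lower in both. Leaving out genes that share sequence left 1 higher in both.

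Leaving out 1 library in turn gave 0 to 1 genes higher and 0 to 1 lower between LCX and DMSO at either threshold. Against DMSO it gave 9 (without HCX replicate 1) to 19 higher and 71 to 99 lower at 2-fold, and 560 to 711 higher and 1319 to 1645 lower at any fold. Against LCX it gave 11 (without HCX replicate 1) to 23 higher and 62 to 102 lower at 2-fold, and 641 to 1214 higher and 728 to 1288 lower at any fold, the low ends without LCX replicate 3. In both, it gave 46 to 72 lower and 2 to 4 higher. With 2 libraries left in a group, their spread is assumed to be like that of the other groups.

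Among gene lists, tubulins between LCX and DMSO passed with RLE (0.0409), library size (0.0458), voom (0.0420) and TMM (0.0489), with a range of 0.0133 (without DMSO replicate 2) to 0.869 by library, and core proteins ranged from 0.0425 (without DMSO replicate 1) to 0.601. Against DMSO, fry passed donors (0.0259), degradation (0.00768) and actin (0.0260), and the estimated correlation lost core proteins (0.171) and matrix (0.171). Against LCX, it lost core proteins (0.102), degradation (0.275) and matrix (0.102), degradation ranged from 0.0150 to 0.108 (without HCX replicate 3) and tubulins from 0.0459 (without HCX replicate 1) to 0.309. With 1 library left out in turn and the preset correlation, the adjusted p of the amino acid response list ranged from 6.4e-10 to 8.0e-08 against DMSO and from 3.6e-09 to 3.8e-07 against LCX, and the call of the epithelial marker list ended without a filter.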

Differences from the paper's values

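The alternatives compared in this part were set before the data were examined, and leaving out genes that share sequence was chosen after seeing the values. The paper's counts were read by eye from the printed numbers of Fig. 6, whose legend gives a change above 50% and P under 0.5, while the methods give a 2-fold change and Q under 0.05, the thresholds used here.

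The volcano plot of the paper gives about 48 genes lower in HCX than in DMSO (Fig. 6A, read by eye), and 93 were found here. The Venn diagram (Fig. 6B, read by eye) gives about 68, within 1.5 times of 93. Of these alternatives, at least 10 in every library (65), a pseudocount of 10 (51), leaving out DMSO replicate 2 (71), an adjusted p of 0.01 (54) and a test against 1.2-fold (38) came within 1.5 times of 48, and the others did not.

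For genes higher in HCX than in LCX, the paper gives about 12 (Fig. 6, read by eye), and 19 were found here. The alternatives within 1.5 times were at least 10 in every library (13), a pseudocount of 0.5 (18) or 10 (11), an adjusted p of 0.01 (9) and leaving out DMSO replicate 1 (17), LCX replicate 2 (16) or 3 (15) or HCX replicate 1 (11), 2 (14) or 3 (12), and the others set before the data were examined were not. Leaving out genes that share sequence, chosen after seeing the values, gave 15, also within 1.5 times.

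For genes lower in both comparisons, the paper gives about 27 (Fig. 6B, read by eye), and 64 were found here. At least 10 in every library (40), a pseudocount of 10 (35), an adjusted p of 0.01 (39) and a test against 1.2-fold (30) came within 1.5 times, and the other alternatives did not. For genes higher in both, the paper gives about 1 (Fig. 6B, read by eye) and 3 were found here, and none of these alternatives came within 1.5 times. Leaving out genes that share sequence, chosen after seeing the values, gave 1 and drops 3 of the 77 names of Fig. 6C tested here. The share in both, of the genes in either, is about 22% by the counts of Fig. 6B, read by eye, and was 45.9% here, and among these alternatives only the fit with no filter (32.9%) came within 1.5 times. The paper's text gives a larger share than its diagram.

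The paper states that the matrix and cytoskeletal genes it names rose in HCX. Here each of them had a lower mean in HCX than in DMSO, as Fig. 6C also draws them: Mmp9 (log2 fold change -1.49, limma adjusted p = 3.5e-05), Astn2 (-1.02), Avil (-2.21), Acta1 (-1.62) and Ptprt (-1.22) were called lower, Col14a1 (-0.66, adjusted p = 0.055) was called against DMSO only with at least 10 in every library or without HCX replicate 2, Abi3 (-0.45) was called in no setting run, and Tnc was too low to test. The paper states that no pathway was preferred by gene ontology terms. Here 17 of 27 amino acid response genes fell in HCX against DMSO and 0 rose, where 1781 of all 13179 genes fell. These lists differ from those terms, and the calls are at any fold, while the paper's genes passed a 2-fold change. The list's camera call did not hold with library size scaling and an estimated correlation together.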

Other observations

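The tests of splits in this part were chosen after the values were seen, and the gene lists below are described as values.

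Genes of sympathetic neuroblast identity divided in HCX. Of 25 tested, 6 rose and 6 fell against DMSO (7 and 7 when adjusted over the list alone, limma). The secretory granule genes Chgb (0.44) and Chga (0.46) and the transcription factor gene Hand2 (0.52) rose, while the granule gene Scg2 (-0.54) fell. Camera gave an adjusted p of 0.0441, which ran to 0.104 without DMSO replicate 2 and was 0.18 with an estimated correlation, and 0.168 against LCX. In the list of neuronal differentiation 9 of 31 fell and 1 rose (11 and 2 over the list alone). Gap43, which encodes a growth cone protein, had 3992 ± 440.4 normalized counts in DMSO and 2493 ± 223 in HCX (SD, n = 3 libraries, log2 fold change -0.68), and the postsynaptic scaffold gene Dlg4 (-0.25) fell, while the neurofilament gene Ina (0.31) rose. Camera did not call this list (adjusted p = 0.134) and fry, which does not compare it with other genes, did (0.000895), and its median of -0.0457 turned to 0.0117 with library size.

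For the lists of ribosomal proteins, oxidative phosphorylation, the cell cycle and the NRF2 response, the count or the camera call in HCX changed with RLE scaling. Of 76 ribosomal protein genes 27 fell and 0 rose against DMSO (33 and 0 over the list alone), and 14 fell with RLE, and the list had a camera adjusted p of 7.8e-06 (0.57 with an estimated correlation) and of 0.175 against LCX. Of 37 genes of oxidative phosphorylation 11 fell and 0 rose (11 and 0), among them Ndufb8 (-0.31), with a camera adjusted p of 0.00934 that became 0.0637 with RLE (0.57 with an estimated correlation). Of 37 cell cycle genes 13 fell and 2 rose (14 and 2), among them Bub1b (-0.24) and Ccnb1 (-0.28), with an adjusted p of 0.0269 that became 0.0836 with RLE and 0.114 without DMSO replicate 1 (0.392 with an estimated correlation). Of 22 genes of the NRF2 oxidative response 10 fell and 1 rose (10 and 1), among them G6pdx (-0.42), Txnrd1 (-0.23) and Me1 (-0.27), with an adjusted p of 0.0226 that became 0.0594 with RLE and 0.117 without DMSO replicate 2 (0.392 with an estimated correlation).

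The log2 fold changes of LCX and HCX, both relative to DMSO, correlated across genes at 0.346 with a covariance of 0.0295. After the median of each comparison was subtracted, they had the same sign for 57.3% of genes. Sharing the DMSO libraries alone gave 0.495, 0.0240 and 66.6% in simulated sets with no change. Changes in HCX alone would lower the correlation and the share of signs, so neither tells how far the doses agree. Genes are not independent replicates.

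Each comparison of 3 libraries with 3 has 10 splits, too few splits for a share under 0.05. Genes called at any fold numbered 2536 for HCX against DMSO (highest other split 2), 2280 for HCX against LCX (highest other 0) and 0 for LCX against DMSO (highest other 3). At 2-fold they numbered 108 (2), 105 (0) and 0 (3). In each HCX case 1 split of the 10, the real one, had as many, and for LCX all 10 had. As -log10 camera p, against DMSO and against LCX, the MAPK feedback list had 4.05 (highest other 3.05) and 3.43 (2.89), the core proteins 3.33 (2.38) and 5.28 (2.17) and the matrix list 3.25 (2.39) and 4.05 (2.60), with 1 split as large in each.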
